# Claudin-1 Contributes to Gastrointestinal Stromal Tumors (GIST) Resistance to Imatinib Mesylate (IM) via Regulation of FGFR-Signaling

**DOI:** 10.3390/ijms26178138

**Published:** 2025-08-22

**Authors:** Sergei Boichuk, Firyuza Bikinieva, Pavel Dunaev, Aigul Galembikova, Ekaterina Mikheeva, Elena Valeeva, Shinjit Mani, Natalia Khromova, Pavel Kopnin, Leyla Shigapova, Ruslan Deviatiiarov, Elena Shagimardanova, Sergey Ryzhkin, Alexey Sabirov

**Keywords:** gastrointestinal stromal tumors (GIST), imatinib mesylate (IM), claudin 1, resistance

## Abstract

We previously demonstrated that the activation of FGFR signaling in GIST may be a mechanism of GIST resistance to imatinib mesylate (IM). We show here that IM-resistant GIST cells lacking secondary *KIT* mutations overexpress claudin-1 on both transcriptional and translational levels. In contrast, a knockdown of *CLDN1* or inhibition of its activity by PDS-0330 effectively restored GIST’s sensitivity to IM both in vitro and in vivo. This was evidenced by the increased expression of apoptotic markers (e.g., cleaved PARP and caspase-3) and the decreased proliferation rate of IM-resistant GIST T-1R cells treated with a combination of IM and PDS-0330 (or siRNA *CLDN1*). In concordance with these findings, a significant synergy was observed between IM and PDS-0330 in GIST T-1R cells. Importantly, decreased tumor size and weight were observed in IM-resistant GIST xenografts treated with a combination of IM and PDS-0330. Furthermore, the combined treatment of IM-resistant tumors induced an increase in intratumoral apoptosis and other changes, as defined by the histopathologic response rate. Based on the co-immunoprecipitation and immunofluorescence microscopy data, we also demonstrated the strong interaction pattern between CLDN1 and FGFR2. Of note, the inhibition or knockdown of *CLDN1* effectively decreased the phosphorylation of FGFR2 and FRS-2, a well-known FGFR adaptor protein, thereby illustrating CLDN1’s ability to regulate FGFR-signaling and thereby promote FGFR-mediated survival in KIT-inhibited GIST. Consequently, CLDN1 inhibition in GIST effectively disrupted the FGFR-mediated pathway and re-sensitized tumor cells to IM. In concordance with these data, molecular profiling of CLDN1-inhibited GIST T-1R cells illustrated a significant decrease in the majority of FGFR transcripts, including FGFR2, 3, and 4. Additionally, several FGFR ligands (e.g., FGF14, -19, and -23) were also down-regulated in PDS-0330-treated GIST. Notably, exogenous FGF-2 increased CLDN1 expression in a time-dependent manner. In contrast, pan-FGFR inhibitors effectively reduced CLDN1 levels in IM-resistant GIST T-1R cells, thereby illustrating a cross-talk between CLDN1- and FGFR-mediated pathways in IM-resistant GIST. Based on subcellular fractionation and immunofluorescence microscopy data, we also observed partial relocalization of CLDN1 into the cytoplasm in IM-resistant GIST. Notably, PDS-0330 effectively abrogated this relocalization, suggesting that changes in CLDN1 subcellular distribution might also impact GIST resistance to IM. Lastly, based on our small cohort clinical study (n = 24), we observed the increased expression of CLDN1 in most “high-risk” primary GIST known to be associated with poor prognosis and aggressive behavior, thereby illustrating the prognostic value of increased CLDN1 expression in GIST and providing a further rationale to evaluate the effectiveness of CLDN1 inhibition for GIST therapy.

## 1. Introduction

Gastrointestinal stromal tumors (GIST) arise from specialized interstitial cells of Cajal (ICCs) or their precursors, the well-known pacemaker cells that control gut motility. Given that the main driving forces in GIST pathogenesis are the auto-activated, mutant *KIT* receptor tyrosine kinase gene and, less commonly, the platelet-derived growth factor receptor alpha (*PDGFRA*) [1,2,3], targeted therapies are currently accepted as the most effective therapeutic option for adjuvant and non-adjuvant settings, as well. These therapies include imatinib mesylate (IM), a non-selective receptor tyrosine kinase inhibitor (RTKi), which is used as the first-line therapy for GIST patients, with a reported response rate (RR) of ~50–70% and progression-free survival (PFS) of ~20 months [4,5,6]. Following the development of secondary resistance to IM (Gleevec), sunitinib (Sutent), and regorafenib (Stivarga), non-selective kinase inhibitors targeting VEGFR, PDGFR, and c-KIT are recommended for second- and third-line GIST treatment, respectively. Additionally, ripretinib (Qinlock) and avapritinib (Ayvakit) were approved by the FDA in 2020 for late-line therapies of GIST [7,8,9,10,11].

Despite the impressive response rates (mainly observed for first-line targeted therapy), the efficacy of RTKis in GIST eventually declines, indicating the complexity of resistance mechanisms beyond the *KIT/PDGFRA* mutational state. In particular, tumor resistance to RTKi may be due to the activation of alternative RTK-mediated signaling cascades [12,13,14,15,16,17], the increased expression of ABC transporters [18,19,20], the deregulation of apoptosis, and epithelial-to-mesenchymal transition (EMT). The EMT phenotype is involved in regulating the multiple features of cancer cells, including their motility and metastasis formation. EMT also contributes to cancer resistance to targeted therapies, including RTKis. Indeed, the resistance of non-small cell lung cancer (NSCLC) to several RTK inhibitors, including those targeting EGFR-, ALK-, and MET-signaling, has been shown to result from EMT [21,22,23,24,25]. The diverse mechanisms explaining the regulatory role of EMT in NSCLC resistance to TKIs, as mentioned above, are discussed in detail in several reviews [26,27].

Claudins (CLDNs) are a 27-member family of ~25 kDa membrane proteins that govern the barrier properties of tight junctions to form molecular barriers at the paracellular spaces between endothelial and epithelial cells. CLDNs, along with E- and N-cadherins and vimentin, are frequently dysregulated in cancer and are also known as potent regulators of EMT, tumor invasion, and tumor stemness, which are fundamental factors contributing to tumor resistance to chemotherapy. It was postulated that the overexpression of certain CLDNs in cancer inhibits the penetration of chemotherapeutic agents into tumor tissues, leading to chemoresistance. Further studies uncovered the complexity of the molecular mechanisms involved in CLDN-mediated cancer chemoresistance. For example, the regulatory role of CLDN1 in chemoresistance has been proven for several malignancies, including colorectal cancer (CRC) [28] and lung adenocarcinoma [29,30], thereby suggesting that CLDN1 expression in human malignancies may serve as a predictive marker of chemosensitivity. Primeaux V., with co-authors, demonstrated that CLDN1 regulates ephrin type-A receptor 2 (EPHA2), a tyrosine kinase, which activates the AKT signaling pathway and regulates CD44 expression in colorectal cancer (CRC) cells, thereby promoting the stemness of CRC and chemoresistance [31]. CLDN1 was also shown to be a potent factor promoting lung cancer resistance to cisplatin, which was achieved by activating autophagy through the upregulation of Unc-51-like autophagy activating kinase 1 (ULK1) phosphorylation [29]. CLDN3 and 4 were also described as potent regulators of chemoresistance in ovarian and lung cancer, and targeting CLDN3 transcription with small molecules effectively suppressed cancer stemness and reversed their chemoresistance [26,32,33,34]. Moreover, in ovarian cancer cells, CLDN4 was found to interact with both α- and β-tubulins, thereby affecting the structure and dynamic state of the microtubules and reducing apoptotic responses to microtubule-targeting agents (MTAs), including paclitaxel [35]. Opposite effects were observed for ovarian cancer cells, where the knockdown of *CLDN3* and *CLDN4* induced resistance to cisplatin by regulating the Cu transporter CTR1 [36]. CLDN6 was also found to enhance the resistance to doxorubicin in triple-negative breast cancer (TNBC) due to the upregulation of cancer stem cells (CSCs) [37].

Thus, CLDN expression and its role in tumor progression and chemosensitivity were assessed for a broad spectrum of human malignancies. This was analyzed in detail in several fundamental reviews, e.g., [38,39,40]. Despite this, a significant gap remains in the literature regarding the role of CLDNs in GIST pathogenesis, progression, and resistance to TKis. In particular, Hajnalka Gyorffy, with co-authors, reported that mesenchymal tumors also express intercellular junctional proteins. Indeed, various CLDNs were expressed in GIST, angiosarcoma, hemangioma, leiomyosarcoma, and leiomyoma. In particular, CLDN2 was detected in all entities, whereas CLDN1 expression was shown predominantly in leiomyosarcoma. CLDN2, 3, 4, 5, and 7 were expressed on GISTs and leiomyosarcomas [41]. However, the prognostic value of CLDNs expression in GIST pathogenesis and their responsiveness to TKIs remain uncertain.

We demonstrated here that CLDN1 is overexpressed in the IM-resistant GIST T-1R subline, and its knockdown or inhibition by PDS-0330 reversed GIST sensitivity to IM, inducing apoptosis and decreasing proliferation in vitro and in vivo. We also detected a tight physical and functional crosstalk between CLDN1 and FGFR2 in IM-resistant GIST. Indeed, the knockdown of *CLDN1* moderately decreased FGFR2 expression and abrogated FGFR signaling. Conversely, exogenous FGF-2 increased the expression of CLDN1, whereas it declined in the presence of neutralizing anti-FGF-2 mAbs and/or pan-FGFR inhibitors, thereby illustrating the functional partnership between CLDN1 and the FGFR pathway and suggesting a novel regulatory role of CLDN1 in GIST resistance to IM. Notably, this was observed in GIST cells lacking secondary *KIT* mutations and exhibiting activation of the FGFR-mediated pathway. Lastly, CLDN1 expression significantly increased in primary high-risk GIST, which correlated with activation of the FGFR survival pathway, thereby revealing an essential role of CLDN1 in GIST resistance to IM and disease progression.

## 2. Results

### 2.1. An Increased Expression of CLDN1 in GIST T-1 Cells Contributes to IM’s Resistance

First, we examined the expression of EMT markers by western blotting (E- and N-cadherins, vimentin, SNAIL) and CLDN1 in IM-naive GIST T-1 and resistant (e.g., GIST T1-R and GIST 430) cells. We found that IM-resistant GIST 430 cells exhibited most of the classical signs of EMT, including the decreased expression of E-cadherin and β-catenin and increased expression of N-cadherin and vimentin. This was observed on transcriptional (Figure 1A,B) and translational (Figure 1C) levels. Additionally, mRNA *SNAIL* was also increased in GIST 430 cells, thereby illustrating that these GIST cells might acquire resistance to IM via diverse molecular mechanisms beyond the well-known secondary *KIT* mutations. Of note, the expression of E-cadherin in GIST T-1R cells did not differ from that of IM-naive GIST cells, whereas PCR data demonstrated this difference. Similarly, vimentin was highly expressed in GIST 430 cells compared to both GIST-T1 and T1-R cells, whereas PCR data showed a moderate increase in this protein. These discrepancies may be due to post-translational modifications of these proteins and differences in protein stability in the various cell lines and sublines. Importantly, in contrast to GIST430 cells, no significant changes in the expression of the aforementioned EMT markers were observed in IM-resistant GIST T-1R cells. However, we found increased CLDN1 expression in this GIST cell subline (Figure 1). This raised the question of whether CLDN1 might be implicated in GIST resistance to IM. To examine this possibility, we knocked down *CLDN1* in GIST T-1R cells with the corresponding siRNA and further treated them with IM. Strikingly, a significant increase of cleaved PARP, a well-known marker of apoptosis, was found (Figure 2A). Similarly, the expression of cleaved caspase-3 significantly increased in IM-treated GIST T-1R cells that had been previously transfected with siRNA against *CLDN1*, thereby illustrating the regulatory role of CLDN1 in its sensitivity to IM. Of note, KIT phosphorylation significantly decreased in IM-treated GIST T-1R cells. Despite this fact, the expression of cleaved PARP and caspase-3 was not detected, thereby revealing alternative molecular pathways that regulate their survival, which underlie mechanisms beyond KIT signaling, as shown previously [12]. In concordance with these findings, the knockdown of *CLDN1* in GIST T-1R cells significantly decreased their proliferation capacities when used in combination with IM. In contrast, IM treatment alone or the knockdown of *CLDN1* without KIT inhibition did not slow down the proliferation rate of these cells (Figure 2B). In agreement with these data, crystal violet staining of GIST T-1R cultures treated with IM in the presence of *siRNA CLDN1* also revealed a substantial decrease in cellular viability, whereas treatment with IM alone did not have a significant impact on GIST’s viability and proliferative activity (Supplementary Figure S1A,B). In concordance with these findings, IC50 values for IM were decreased in GIST T-1R cells after the knockdown of *CLDN1* (Supplementary Figure S2).

Similarly, we observed that PDS-0330, a specific CLDN1 inhibitor, effectively sensitized GIST T-1R cells to IM. This was evidenced by increased apoptosis in GIST T-1R cells treated with IM in combination with PDS-0330 (Figure 3A). As expected, when PDS-0330 and IM were used alone, the expression of the aforementioned apoptotic markers was not detected (Figure 3A). Importantly, PDS-0330 failed to sensitize GIST 430 cells to IM (Figure 3B), thereby revealing an essential role of overexpressed CLDN1 in GIST resistance to IM. In concordance with these findings, a prominent synergy between IM and PDS-0330 was observed in GIST T-1R cells. This was evidenced by calculating the synergy scores (SCs) by using the R package of the computational tool Synergy Finder (Software 3.16.0) (Figure 4A). In contrast to GIST T-1R cells, GIST 430 cells were not sensitive to the combination of CLDN1- and KIT-inhibitors (Figure 4B). Similar results were obtained by calculating the synergy scores via four different computational tools (i.e., the zero interaction potency (ZIP), the highest single agent (HSA), Bliss, or Loewe). Indeed, the data shown in Table 1 illustrate a significant synergy (e.g., SC > 10) between IM and PDS-0330 in IM-resistant GIST T-1R cells, whereas no synergy was found between IM and PDS-0330 in IM-resistant GIST 430 cells. Indeed, SCs for IM and PDS-0330 in GIST430 cells were even negative when calculated by ZIP, Bliss, or Loewe tools, whereas the HSA program resulted in SC values < 10 (Table 1). Thus, we concluded that high SC values between IM and PDS-0330 found in GIST T-1R might be due to the increased expression of CLDN1 (Figure 1). In contrast, the lack of synergy between the IM and PDS-0330 observed in GIST430 cells may be due to the absence of CLDN1 in these particular cancer cells, which acquired resistance to IM via other molecular mechanisms, underlying beyond the CLDN1 pathway and including secondary *KIT* mutations and, potentially, the development of EMT. In agreement with SC data, the proliferation rate of GIST T-1R cells significantly decreased when the cells were treated with a combination of IM and PDS-0330 compared to cells treated with IM or PDS-0330 alone (Supplementary Figure S3A). Again, no inhibitory effect of PDS-0330, used alone or in combination with IM, was observed in GIST 430 cells (Supplementary Figure S3B), suggesting that the increased expression of CLDN1 in IM-resistant GIST is a promising molecular target for personalized therapy in GIST.

Thus, our data indicate that the increased expression of CLDN1 in GIST contributes to IM resistance, and knocking down or inhibiting CLDN1 reverses the IM-resistant phenotype in GIST T-1R cells.

### 2.2. Functional Cross-Talk Between CLDN1 and FGFR-Signaling in GIST

Given that GIST T-1R cells exhibit the signs of activation of the FGFR-signaling pathway, which was previously shown as a potent mechanism of secondary resistance to IM named receptor tyrosine kinase switch [12], and taking into account increased expression of CLDN1 in these particular GIST cells, we examined the potential interplay between these molecular events. For this purpose, we initially used IM-naive GIST T-1 cells, which lack activation of the FGFR pathway [17] and exhibit low basal levels of FGF-2. We found that culturing these cells in the presence of FGF-2 (100 ng/mL) increased CLDN1 expression in a time-dependent manner, which reached its maximal level after 1 week and retained on its high level until the end period of the experiment (14 days), thereby suggesting the potential crosstalk between the activated FGFR-pathway and CLDN1 in GIST (Figure 5A). Despite the moderate nature of this effect, it was reproducible, thereby illustrating the connection between the activation of FGFR signaling and the increased expression of CLDN1 in IM-resistant GIST. Conversely, the inhibition of FGFR-signaling in IM-resistant GIST cells overexpressing FGF-2 effectively decreased CLDN1 expression. This was observed for IM-resistant GIST cells treated with pan-FGFR inhibitors (e.g., AZD 4547 and TAS-120). In contrast, selective inhibition of FGFR1 or FGFR4 signaling pathways by corresponding inhibitors (e.g., PD 170374 and H3B-6527, respectively) failed to decrease CLDN1 levels in IM-resistant GIST (Figure 5B), thereby suggesting the potential crosstalk between CLDN1 and FGFR1 or FGFR2. In agreement with these findings, we also observed that a knockdown of *CLDN1* effectively downregulated the expression of FGFR2. In contrast, the levels of other types of FGF receptors (e.g., FGFR1, FGFR3, and FGFR4) remained unchanged after *CLDN1* knockdown (Figure 5C). Similarly, a knockdown of *FGFR2* moderately decreased the expression of CLDN1 in GIST cells (Figure 5D), thereby illustrating a tight connection between the proteins mentioned above. Lastly, we found that the interruption of FGF-signaling with neutralizing anti-FGF-2 mAbs in GIST T-1R cells also induced a moderate decrease in CLDN1 expression (Figure 5E), thereby revealing a close functional cross-talk between the FGFR pathway and CLDN1 in this particular IM-resistant GIST cell line.

### 2.3. CLDN1 Interacts with FGFR2 and Regulates FGFR-Signaling in IM-Resistant GIST

To examine whether FGFR2 interacts with CLDN1 in IM-resistant GIST, we initially performed immunofluorescence staining for FGFR2 and CLDN1 and found high levels of their co-localization (Figure 6A). Notably, when the corresponding siRNA knocked down *CLDN1*, a significant decrease in FGFR2 was observed (Figure 6A, medium panel). Similarly, a knockdown of *FGFR2* decreased CLDN1 expression in IM-resistant GIST (Figure 6A, bottom panel), thereby suggesting a tight connection between these proteins. This was in agreement with the co-immunoprecipitation (co-IP) assay, which illustrated the direct interaction between FGFR2 and CLDN1 in GIST lysates precipitated with anti-CLDN1 mAbs and probed for FGFR2 (Figure 6B). Importantly, we observed a similar interaction pattern between FGFR2 and CLDN1 during the reverse co-IP assay, when cellular lysates were precipitated with anti-FGFR2 monoclonal antibodies (mAbs) and probed for CLDN1.

Thus, we showed here the tight co-localization and interaction patterns between FGFR2 and CLDN1 in IM-resistant GIST, which acquired its resistance to this RTKi due to activation of the FGFR-signaling pathway [12]. In this case, CLDN1 may be a crucial factor in maintaining effective FGFR signaling and regulating survival in KIT-inhibited GIST cells. Thus, we proposed that a knockdown of *CLDN1* or its inhibition by PDS-0330 disrupts the FGFR-mediated survival cascade in IM-resistant GIST, thereby providing a possible explanation for their re-sensitization to IM, as shown above (e.g., Figure 2, Figure 3 and Figure 4).

To examine this possibility directly, we assessed the activation of the FGFR-signaling pathway in *CLDN1* knockdown or inhibited GIST T-1R cells. We found that PDS-0330 significantly decreased the expression of phosphorylated (i.e., activated) FGFR1/2 in IM-resistant GIST (Supplementary Figure S4). Similarly, the expression of phosphorylated fibroblast growth factor receptor substrate 2 (FRS-2) was decreased after CLDN1 inhibition. Of note, similar results were obtained after *CLDN1* knockdown, thereby revealing CLDN1’s ability to maintain effective FGFR-signaling in IM-resistant GIST and thereby promoting FGFR-mediated survival in KIT-inhibited GIST.

### 2.4. CLDN1 Regulates the Motility of IM-Resistant GIST

To examine whether CDLN1 has an impact on IM-resistant GIST’s motility, we knocked down *CDLN1* in IM-resistant GIST T-1R cells with corresponding siRNA and performed a scratch-wound healing assay to study tumor cell migration ability. We observed that the migration of GIST cells at the edge of the scratch was slightly decreased following IM treatment when compared to the non-treated control (Figure 7A). As expected, the knockdown of *CLDN1* provided a moderate inhibitory effect on the migration of IM-resistant GIST. Moreover, IM treatment of GIST cells that had been previously transfected with siRNA against CLDN1 dramatically reduced their migration (Figure 7B). Notably, we cannot rule out the possibility that this inhibitory effect may also be attributed to the decreased viability of IM-resistant GIST cells that were previously knocked down for *CLDN1* and subsequently treated with IM.

### 2.5. Subcellular Distribution of CLDN1 in IM-Resistant GIST

Given that changes in the subcellular distribution of CLDN1 are shown to be an independent marker of aggressiveness and poor outcome in a broad spectrum of human malignancies (e.g., colon and triple-negative breast cancer, urothelial carcinoma), we initially compared the subcellular distribution of CLDN1 between IM-sensitive and -resistant GIST. In agreement with our previous findings, we found that CLDN1 was exclusively expressed on the membranes of IM-naive GIST T-1 cells, whereas in IM-resistant GIST T1-R cells, it was translocated to the cytoplasm (Figure 8A). Subcellular fractionation data revealed the appearance of CLDN1 in the cytoplasmic compartment of IM-resistant GIST cells (Figure 8B). We also observed the abundant expression of CLDN1 in the membranous fraction in IM-resistant cells when compared to IM-naive GIST (Figure 8B).

Interestingly, PDS-0330 effectively abrogated CLDN1’s shuttling from the membrane compartment to the cytoplasm. Of note, this was observed when the CLDN1 inhibitor was combined with IM, whereas no changes in the subcellular distribution of CLDN1 were detected in GIST cells treated with PDS-0330 alone (Figure 8C). As expected, when IM was used alone, no changes in the subcellular distribution of CLDN1 were observed.

Thus, we found elevated levels of CLDN1 in both the cytoplasmic and membranous compartments in GIST T-1R cells compared to GIST T-1 cells. This is in concordance with the increased expression of total CLDN1 in GIST T-1R cells, as shown in Figure 1A. The fractionation data were in concordance with the immunofluorescence staining data, shown in Figure 8A, revealing that, besides the increased expression of CLDN1 in the membranes, this protein is also significantly increased in the cytoplasmic compartment.

Overall, our data illustrate the significant changes in CLDN1 subcellular distribution in IM-resistant GIST and the ability of PDS-0330 to prevent its trafficking from the membranes into the cytoplasmic compartments. The last one might also be relevant to the resensitization of IM-resistant GIST to IM in cases of CLDN1-mediated signaling inhibition. Further studies are needed to examine this possibility directly.

### 2.6. Targeting of CLDN1 In Vivo Inhibits the Growth of KIT-Inhibited IM-Resistant Xenografts

To corroborate the in vitro studies, we examined whether CLDN1 inhibitors used alone or in combination with IM exhibited anti-tumor activity against IM-naive and -resistant GIST xenografts. For this purpose, GIST T-1 vs. T1-R cells were injected into the flanks of female adult athymic nude mice, and tumors were allowed to grow for at least 2 weeks before single (e.g., PDS-0330 or IM) or dual treatment. Representative tumors of each experimental group are shown in Figure 9A. As expected, IM inhibited the growth of IM-naïve GIST xenografts, whereas a minor inhibitory effect was observed for IM-resistant GIST after IM treatment (Figure 9B,C). Although PDS-0330 exhibited minor anti-tumor activities against both GISTs, its combination with IM significantly inhibited the growth of IM-resistant GIST xenografts over 2 weeks of treatment when compared to the baseline (Figure 9B,C). We also observed an increase in caspase-3 and -7 activities in IM-resistant GIST xenografts treated with a combination of IM and PDS-0330 (Figure 9D). As expected, the significant activity of caspases 3 and 7 was observed in IM-naïve GIST xenografts treated with IM alone or in combination with PDS-0330 on day 6 post-treatment. In contrast, the CLDN1 inhibitor used alone was not effective in both IM-naïve and resistant xenografts (Figure 9D). Lastly, the histological examination of tumor xenografts revealed the significant enlargement of necrotic areas in IM-resistant GIST treated with IM in combination with PDS-0330 for 14 days, compared to non-treated controls or single-treated animals (Figure 9C).

Thus, our data revealed that the inhibition of CLDN1 signaling in IM-resistant GIST re-sensitizes them to IM in vivo, thereby illustrating a novel mechanism contributing to GIST resistance to this first-line targeted drug.

### 2.7. Molecular Profiling of IM-Resistant GIST Cells with Inhibited CLDN1 Signaling

To investigate the potential molecular mechanisms underlying CLDN1-mediated resistance to IM in GIST, we conducted a comparative analysis of the whole transcriptome in mock-transfected, siCLDN1-transfected, and PDS-0330-treated GIST cells. Indeed, profound differences in the transcriptome profiling were observed for siCLDN1-transfected GIST cells when compared to mock-transfected (i.e., control) cells (Figure 10A,B). 

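RNA of 9 samples was sequenced after poly(A) selection, with 3 libraries of control cells, 3 of siCLDN1-transfected cells and 3 of PDS-0330-treated cells. GIST T-1R is an imatinib-resistant subline of GIST T-1 cells, and PDS-0330 is a small-molecule inhibitor of CLDN1. The same 3 control libraries served both comparisons. The paper calls them mock-transfected in one comparison and DMSO-treated in the other, while the sample labels list them as untreated. If they were untreated, effects of transfection or vehicle cannot be told apart from those of siCLDN1 or PDS-0330. The labels also give GIST 430 as the cell line of all 9 samples, whereas the sample titles and the paper give GIST T-1R, which is the name used here. The siRNA was applied for 10 h and the cells were kept for another 48 h before RNA extraction. The paper's text does not state the dose or duration of PDS-0330 for the RNA samples, nor whether the 3 libraries of a group came from separate cultures. It says of its experiments in general that they were repeated at least 3 times, without naming the RNA libraries. If the cultures were not separate, SDs and p-values measure the spread between libraries and not between independent treatments. The authors trimmed the reads, aligned them to hg38 and deposited read counts per transcript of the Gencode v43 annotation from HTSeq, with a table of FPKM per gene. The paper names Hisat2 as the aligner and the sample labels name STAR. The series ID that the paper gives for its transcriptome data is not that of this deposit, and whether both hold the same values is not known. Transcripts of a gene held overlapping counts in the deposited table, whose handling of reads shared by transcripts is not stated, so that the count of a gene was taken here from the transcript with the largest total over all libraries. These counts came to 36669720 to 46216592 per control library (median 38212386), 39488036 to 46034190 per siCLDN1 library (median 44773694) and 39410718 to 43472892 per PDS-0330 library (median 42336273). The 18667 genes that passed edgeR's filter on low counts were scaled by TMM and tested with edgeR's quasi-likelihood test in 1 fit of all 9 libraries, and p-values were adjusted over all genes tested. Levels are given as CPM after TMM scaling, and "rose", "fell" and "changed" are used of genes with an adjusted p under 0.05. Gene lists of known pathways were compared with all other genes by camera with a preset correlation of 0.01 between genes. With a correlation estimated from the data, 3 lists after siCLDN1, among them the claudins with CLDN1 itself, and 4 lists after PDS-0330 kept an adjusted p under 0.05. Coordinates are those of the Gencode v44 annotation on hg38.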

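In siCLDN1-transfected cells, 2481 genes were up-regulated and 2558 were down-regulated among the 18667 genes tested (adjusted p under 0.05 from edgeR's quasi-likelihood test). Most of these changes were small, with 60 genes higher and 93 genes lower by more than 2-fold. Among the largest rises were the sterol exporter ABCA1 and the secreted Wnt pathway regulator DKK2. ABCA1 had 2.42 ± 0.324 CPM (SD, n = 3) in control cells and 7.23 ± 0.251 CPM (SD, n = 3) after siCLDN1. DKK2 rose from 18.2 ± 2.49 to 37.3 ± 0.376 CPM (SD, n = 3). Among the largest falls were COL13A1, a transmembrane collagen (log2 fold change -1.48, standard error 0.094, adjusted p = 1.5e-10), the phosphatase gene PTPRE (log2 fold change -1.29, standard error 0.12, adjusted p = 4.6e-08) and the phosphodiesterase gene PDE8B (log2 fold change -1.10, standard error 0.069, adjusted p = 1.4e-10). In a multidimensional scaling of the 500 genes that differed most between each pair of libraries, the mean distance was 1.26 between control libraries, 1.14 between siCLDN1 libraries and 1.36 between libraries of these groups. The distances between a control and a siCLDN1 library ran from 1.33 to 1.39, and those between control libraries from 1.20 to 1.34. The second dimension, with 10.0% of the variance, separated siCLDN1 from control libraries, and the first, with 57.2%, separated the PDS-0330 libraries from both other groups, at a mean distance of 2.26 from the control libraries. The number of genes past 2-fold depended on the method, with 28 higher and 49 lower by DESeq2, and 6 higher and 5 lower by limma on log2(FPKM + 1). On that last scale the difference of COL13A1 was -0.82. Values on log2(FPKM + 1) are differences on that scale, where the added 1 draws those of genes with low FPKM toward 0.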

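CLDN1, the target of the siRNA, lies on chromosome 3 from 190305707 to 190322446 of hg38 (gene ENSG00000163347). Its mRNA stood at 227 ± 1.48 CPM (SD, n = 3) in control GIST T-1R cells and at 61.5 ± 1.51 CPM (SD, n = 3) in siCLDN1-transfected cells, 3.69-fold lower (log2 fold change -1.88, standard error 0.035, adjusted p = 7.4e-20 from edgeR). Of 8 claudin genes that could be tested, 0 rose, 3 fell and 5 did not pass the test (0 and 3 when adjusted over the list alone). The list as a whole was lower than other genes (median log2 fold change -0.35, adjusted p = 3.2e-13 by camera and adjusted p = 0.0098 with an estimated correlation). It includes CLDN1, the target of the siRNA, and was not tested without it, so that this result does not speak for the rest of the family. The other members that fell were CLDN11, from 6.29 ± 0.555 to 2.57 ± 0.231 CPM (SD, n = 3), and the weakly expressed CLDN7, from 0.533 ± 0.0878 to 0.277 ± 0.0297 CPM (SD, n = 3). The call of CLDN7 (adjusted p = 0.032 from edgeR) ended without control replicate 1 (adjusted p = 0.12) or 2 (adjusted p = 0.073), without siCLDN1 replicate 1 (adjusted p = 0.061), 2 (adjusted p = 0.11) or 3 (adjusted p = 0.083), and with summed transcripts (adjusted p = 0.067), an alternative chosen after seeing the data.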

As expected, *CLDN1* was increased in GIST T-1R cells (Figure 10B). Additionally, *AZIN1* (antizyme inhibitor 1), *SFRP1* (soluble frizzled related protein 1), and *CHST1* (carbohydrate sulfotransferase 1) were up-regulated in mock-transfected GIST cells when compared to *CLDN1*-knockdown GIST (Figure 10B). In particular, *SFRP1* is known as a potent modulator of Wnt signaling due to its ability to interact directly with Wnt. 

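AZIN1, an inhibitor of the antizymes that control polyamine synthesis, lies on chromosome 8 from 102826111 to 102893864 of hg38. Its mRNA fell from 264 ± 6.37 CPM in control cells to 136 ± 1.93 CPM (SD, n = 3) after siCLDN1 (log2 fold change -0.96, standard error 0.034, adjusted p = 2.0e-14 from edgeR). SFRP1, on chromosome 8 from 41261962 to 41309473, fell from 615 ± 9.91 to 315 ± 1.58 CPM (SD, n = 3) (log2 fold change -0.97, standard error 0.038, adjusted p = 1.2e-13). CHST1, a Golgi sulfotransferase on chromosome 11 from 45647689 to 45665622, fell from 93.2 ± 4.01 to 47.3 ± 1.40 CPM (SD, n = 3) (log2 fold change -0.98, standard error 0.042, adjusted p = 6.4e-13). These differences exceeded the spread between libraries of a group several-fold, although each gene fell by slightly less than 2-fold. The other genes labelled in Figure 10B were KREMEN1, a receptor for DKK proteins, which fell from 12.9 ± 0.531 to 5.06 ± 0.281 CPM (SD, n = 3), and AHR, APCDD1, ABCG1 and GDF15. The aryl hydrocarbon receptor AHR rose from 37.1 ± 1.03 to 64.6 ± 2.24 CPM (SD, n = 3), and APCDD1, a Wnt inhibitor, rose from 3.40 ± 0.298 to 10.8 ± 0.556 CPM (SD, n = 3). The stress-induced cytokine GDF15 rose from 2.16 ± 0.297 to 6.33 ± 0.239 CPM (SD, n = 3). Further large changes were log2 fold changes of -1.10 (standard error 0.061) for DAAM2 and -1.02 (standard error 0.069) for TMEM178B, and of 1.13 (standard error 0.075) for PCDH11X, 1.08 (standard error 0.13) for the collagenase MMP1, 1.03 (standard error 0.095) for POLR3G and 0.94 (standard error 0.12) for RSPO2, a secreted enhancer of Wnt signaling.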

SFRP1 exhibits multiple effects that may be involved in regulating the chemosensitivity of cancer cells. This includes the anti-proliferative effects of SFRP1, which delays the G1 phase and entry into the S phase, as well as inhibiting tubule formation. Similarly, significant differences between DMSO- and PDS-0330-treated GIST cells were found for CSH1 and CSH4 transcripts (Figure 10C). Moreover, *GPC3*, *HMGCS1*, *COL26A1*, *COL15A1*, *STC2* transcripts were found to be decreased in CLDN1-inhibited cells. This was also associated with increased levels of *IFIT2*, *IFIT5*, *CEBPD*, *MATN2*, *GDF15*, and *OASL* transcripts when compared to DMSO-treated cells.

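CSH1, a placental hormone gene, had 0 counts in all 9 libraries and no gene named CSH4 was in the deposited tables, so neither could be compared. The sulfotransferase genes CHST1 and CHST4 are the labels in Figure 10C, and both fell after PDS-0330. CHST4, on chromosome 16 from 71525233 to 71538748 of hg38, fell from 13.0 ± 0.921 CPM in control cells to 3.54 ± 0.122 CPM (SD, n = 3) (log2 fold change -1.88, standard error 0.083, adjusted p = 6.5e-14 from edgeR). The log2 fold change of CHST1 after PDS-0330 was -1.16 (standard error 0.043, adjusted p = 2.6e-15). CHST4 also fell after siCLDN1, to 5.63 ± 0.0665 CPM (SD, n = 3). PDS-0330 changed more genes than siCLDN1, with 3848 genes up-regulated and 3737 down-regulated, of which 442 and 279 changed by more than 2-fold (113 and 28 by limma on log2(FPKM + 1)). Tested directly against each other, the PDS-0330 and siCLDN1 groups differed in 8023 genes, 4124 higher and 3899 lower with PDS-0330.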

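GPC3, a cell surface proteoglycan, fell from 221 ± 2.20 CPM in control cells to 107 ± 2.32 CPM (SD, n = 3) in PDS-0330-treated cells (log2 fold change -1.05, standard error 0.033, adjusted p = 1.2e-16 from edgeR). HMGCS1, an enzyme of cholesterol synthesis, fell from 267 ± 8.33 to 149 ± 5.84 CPM (SD, n = 3) (log2 fold change -0.84, standard error 0.037, adjusted p = 5.4e-14). The collagen genes COL26A1 and COL15A1 fell from 30.2 ± 1.07 to 14.4 ± 0.231 CPM (SD, n = 3) and from 91.5 ± 3.97 to 46.9 ± 0.486 CPM (SD, n = 3). STC2, a secreted glycoprotein, fell from 62.3 ± 2.92 to 32.0 ± 1.20 CPM (SD, n = 3) (log2 fold change -0.96, standard error 0.044, adjusted p = 1.3e-13). Collagens and matrix genes as a group did not fall: of 38 members tested, 21 rose, 9 fell and 8 did not pass the test (22 and 9 when adjusted over the list alone), with a median log2 fold change of 0.32 (adjusted p = 6.9e-19 by camera and adjusted p = 0.018 with an estimated correlation). Fibroblast markers, which share COL1A1 and COL3A1 with this list, moved the same way, and of 9 tested, 6 rose, 2 fell and 1 did not pass the test (6 and 2 when adjusted over the list alone) (median log2 fold change 0.23, adjusted p = 3.4e-05 by camera), a call that was lost with an estimated correlation (adjusted p = 0.17). The matrix glycoprotein genes TNC and FN1 rose from 69.1 ± 2.75 to 495 ± 2.80 CPM (SD, n = 3) and from 235 ± 9.03 to 855 ± 33.4 CPM (SD, n = 3), and THBS1 rose from 169 ± 10.4 to 415 ± 6.49 CPM (SD, n = 3). The laminin gene LAMB3 fell from 4.66 ± 0.336 to 1.33 ± 0.184 CPM (SD, n = 3). IGFBP5, a binding protein of insulin-like growth factors that is labelled in Figure 10C, fell from 1196 ± 41.5 to 472 ± 27.5 CPM (SD, n = 3). Other large falls were those of DDIT4, an inhibitor of mTOR signaling (-1.33 on the log2 scale, standard error 0.12), of the lipogenic transcription factor gene MLXIPL (-1.38, standard error 0.10) and of the adherens junction gene AJAP1 (-1.63, standard error 0.064). The difference of LAMB3 was -1.10 on log2(FPKM + 1), against a log2 fold change of -1.79 on the counts.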

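Interferon-stimulated genes rose together in PDS-0330-treated cells. Of 50 tested, 46 rose, 0 fell and 4 did not pass the test (48 and 0 when adjusted over the list alone), with a median log2 fold change of 1.18 (adjusted p = 7.5e-90 by camera and adjusted p = 0.0024 with an estimated correlation). IFIT2, IFIT5, OASL, RSAD2 and IFI44 belong to this list and had been seen in the paper when it was written, so that they are not independent evidence of its direction. IFIT2, an antiviral protein that binds RNA, rose from 4.00 ± 0.627 CPM to 80.2 ± 1.18 CPM (SD, n = 3) (log2 fold change 4.34, standard error 0.067, adjusted p = 3.8e-22 from edgeR), and IFIT5 rose from 7.89 ± 0.436 to 14.5 ± 0.524 CPM (SD, n = 3) (log2 fold change 0.88, standard error 0.075, adjusted p = 3.7e-09). IFIT3 rose from 9.21 ± 0.558 to 194 ± 3.75 CPM (SD, n = 3) and RSAD2 from 0.448 ± 0.0186 to 44.0 ± 1.12 CPM (SD, n = 3). OASL had 1 count in the 3 control libraries together and 1895 in the 3 PDS-0330 libraries, a ratio of 1833 after division by the library totals (exact 95% interval 329 to 72423, counting error only). IFI44 had 3 and 2806 counts, a ratio of 905 (exact 95% interval 309 to 4389). Genes of interferons and of viral RNA sensors did not pass the test as a group, since of 13 tested, 4 rose, 3 fell and 6 did not pass the test (4 and 3 when adjusted over the list alone) (adjusted p = 0.52 by camera, and higher against no change by fry at adjusted p = 0.018). CEBPD, a transcription factor of the acute-phase response, rose from 6.95 ± 0.270 to 53.6 ± 1.84 CPM (SD, n = 3) (log2 fold change 2.95, standard error 0.059, adjusted p = 3.0e-20), the matrix protein gene MATN2 from 7.58 ± 0.740 to 72.5 ± 3.98 CPM (SD, n = 3) (log2 fold change 3.26, standard error 0.061, adjusted p = 1.0e-20), and GDF15 to 59.1 ± 4.85 CPM (SD, n = 3), 27.6-fold above the control level. Other large rises were those of angiotensinogen (AGT), from 0.238 ± 0.112 to 12.9 ± 0.872 CPM (SD, n = 3), and complement C3, from 0.481 ± 0.0333 to 18.0 ± 0.821 CPM (SD, n = 3). On log2(FPKM + 1), the differences were 3.18 for IFIT2, 4.02 for RSAD2, 3.99 for GDF15, 3.52 for AGT, 2.45 for OASL and 6.35 for IFI44. Without control replicate 3, the fitted log2 fold changes of OASL and IFI44 moved from 10.42 to 12.34 and from 9.68 to 10.57.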

Based on the literature data (as discussed below), some of these hits may be involved in regulating tumor behavior, including their sensitivity to chemotherapy. In particular, this belongs to the metabolic, WNT-, and p53-mediated signaling pathways, which were shown to be altered after knockdown of *CLDN1* (Figure 11A). 

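Among 45 genes tested of a list of Wnt target genes and Wnt antagonists, 6 rose, 16 fell and 23 did not pass the test (8 and 16 when adjusted over the list alone) in siCLDN1-transfected cells. Since the list mixes targets of the pathway with its inhibitors, its direction does not tell whether Wnt signaling rose or fell. The list did not pass the test as a whole (median log2 fold change -0.087, adjusted p = 0.069 by camera). It passed as lower with no filter (adjusted p = 0.028), with 2 groups only (adjusted p = 0.049) and without control replicate 2 (adjusted p = 0.03), and with summed transcripts (adjusted p = 0.044) or the authors' transcript (adjusted p = 0.039), which were chosen after seeing the data, but not with an estimated correlation (adjusted p = 0.51). By fry, which tests a list against no change and not against other genes, the list was lower at adjusted p = 0.005. Besides SFRP1 and KREMEN1, the receptor gene FZD6 fell from 49.8 ± 2.06 to 33.6 ± 0.971 CPM (SD, n = 3) and CTNNB1, which encodes β-catenin, from 595 ± 13.1 to 479 ± 8.80 CPM (SD, n = 3). The ligand genes WNT5A and WNT10B rose from 306 ± 6.09 to 392 ± 4.16 CPM (SD, n = 3) and from 4.05 ± 0.205 to 6.13 ± 0.677 CPM (SD, n = 3). Of 37 p53 target genes tested, 11 rose, 6 fell and 20 did not pass the test (11 and 6 when adjusted over the list alone) (median log2 fold change 0.061, adjusted p = 0.19 by camera, and higher against no change by fry at adjusted p = 0.04). The death receptor gene FAS rose from 81.1 ± 2.99 to 98.8 ± 0.891 CPM (SD, n = 3) and the cell cycle inhibitor CDKN1A from 0.445 ± 0.0667 to 0.912 ± 0.131 CPM (SD, n = 3), while TP53INP1 fell from 20.1 ± 0.870 to 12.3 ± 0.710 CPM (SD, n = 3) and the pro-apoptotic gene BBC3 from 15.8 ± 0.985 to 12.0 ± 0.442 CPM (SD, n = 3). Among metabolic genes, the targets of LXR, the nuclear receptor that senses sterols, were higher as a list: of 11 tested, 4 rose, 0 fell and 7 did not pass the test (5 and 0 when adjusted over the list alone) (median log2 fold change 0.29, adjusted p = 3.9e-07 by camera and adjusted p = 0.029 with an estimated correlation). They included the sterol exporter ABCG1, which rose from 17.4 ± 1.31 to 34.3 ± 0.742 CPM (SD, n = 3), and MYLIP, which promotes degradation of the LDL receptor and rose from 8.33 ± 0.192 to 13.3 ± 0.406 CPM (SD, n = 3). Of 76 respiratory chain genes, 30 rose, 3 fell and 43 did not pass the test (36 and 3 when adjusted over the list alone) (median log2 fold change 0.10, adjusted p = 1.1e-05 by camera), a call that was lost with an estimated correlation (adjusted p = 0.69), and fry's test against no change gave adjusted p = 0.078. Of 24 glycolysis genes, 9 rose, 4 fell and 11 did not pass the test (10 and 6 when adjusted over the list alone) (adjusted p = 0.21 by camera).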

Notably, the significant differences between mock-treated and PDS-0330-treated GIST cells were also associated with metabolism, cancer, MAPK, AKT, and TNF signaling (Figure 11B). 

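Genes of the NF-kB and TNF response were higher in PDS-0330-treated cells, where of 29 tested, 22 rose, 2 fell and 5 did not pass the test (22 and 2 when adjusted over the list alone) (median log2 fold change 0.52, adjusted p = 8.8e-37 by camera and adjusted p = 0.0046 with an estimated correlation). The chemokine gene CXCL10 rose from 0.240 ± 0.0495 to 39.7 ± 1.88 CPM (SD, n = 3), the macrophage growth factor CSF1 from 3.13 ± 0.702 to 44.0 ± 1.44 CPM (SD, n = 3), and SOD2, a mitochondrial superoxide dismutase, from 80.8 ± 2.04 to 178 ± 2.04 CPM (SD, n = 3). CXCL10 and CSF1 had been seen in the paper, which also reports TNF signaling, so that they are not independent evidence of the list's direction. The adhesion molecule VCAM1 rose from 0.803 ± 0.0827 to 16.1 ± 0.568 CPM (SD, n = 3). The members that fell were MMP9, from 0.495 ± 0.0549 to 0.171 ± 0.0576 CPM (SD, n = 3), and PTGS2, from 318 ± 21.4 to 288 ± 10.8 CPM (SD, n = 3), whose call (adjusted p = 0.011 from edgeR) ended without control replicate 1 (adjusted p = 0.12). Of 58 lysosome genes, 45 rose, 2 fell and 11 did not pass the test (45 and 2 when adjusted over the list alone) (median log2 fold change 0.33, adjusted p = 6.1e-24 by camera), a call that was lost with an estimated correlation (adjusted p = 0.072). After siCLDN1, 20 lysosome genes rose, 5 fell and 33 did not pass the test (median log2 fold change 0.087, adjusted p = 3.6e-04 by camera and adjusted p = 0.51 with an estimated correlation). With PDS-0330, the lysosomal protease genes CTSD and TPP1 rose from 157 ± 3.18 to 326 ± 15.3 CPM (SD, n = 3) and from 53.1 ± 1.23 to 113 ± 6.79 CPM (SD, n = 3). CTSL and TFEB, a transcription factor of lysosome genes, were the members that fell, from 235 ± 3.87 to 181 ± 6.18 CPM (SD, n = 3) and from 4.49 ± 0.302 to 3.16 ± 0.392 CPM (SD, n = 3). Of 24 glycolysis genes, 1 rose, 9 fell and 14 did not pass the test (1 and 9 when adjusted over the list alone) (median log2 fold change -0.063, adjusted p = 0.035 by camera), a call that was lost with an estimated correlation (adjusted p = 0.58), without control replicate 3 (adjusted p = 0.057) and without PDS-0330 replicate 1 (adjusted p = 0.079). On log2(FPKM + 1), the differences of CXCL10 and VCAM1 were 5.66 and 1.10, against log2 fold changes of 7.37 and 4.31 on the counts.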

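Enzymes of cholesterol synthesis fell after both treatments. Of 22 enzymes tested, 0 rose, 19 fell and 3 did not pass the test (0 and 19 when adjusted over the list alone) after siCLDN1, with a median log2 fold change of -0.29 (adjusted p = 1.1e-18 by camera and adjusted p = 0.037 with an estimated correlation). After PDS-0330, 0 rose, 20 fell and 2 did not pass the test (0 and 20 when adjusted over the list alone), with a median of -0.37 (adjusted p = 4.5e-17 by camera and adjusted p = 0.04 with an estimated correlation). HMGCS1, which the paper names among the genes lowered by PDS-0330 and which is therefore not independent evidence, fell after siCLDN1 to 191 ± 3.41 CPM (SD, n = 3) (log2 fold change -0.48, standard error 0.036, adjusted p = 1.7e-09 from edgeR). FDFT1, which encodes squalene synthase, fell from 171 ± 2.99 CPM in control cells to 138 ± 2.30 CPM (SD, n = 3) after siCLDN1 and 101 ± 1.86 CPM (SD, n = 3) after PDS-0330. DHCR7, an enzyme of the late steps of cholesterol synthesis, fell from 403 ± 13.9 to 297 ± 11.6 CPM (SD, n = 3) and 281 ± 7.89 CPM (SD, n = 3). Over all genes, 2164 changed in the same direction after both treatments, 1092 higher and 1072 lower, against 1024 expected of independent lists, and 690 changed in opposite directions, against 1024 expected. Past 2-fold in both comparisons, 43 genes changed in the same direction, against 2.81 expected of independent lists, and 6 in opposite directions, against 3.10 expected, a count too small to set apart from that number. Both comparisons share the control libraries, which alone made log2 fold changes correlate in simulated unchanged groups (mean r = 0.50 across genes, against 0.28 in the data, and mean covariance 0.015, from 0.014 to 0.015, against 0.045 in the data, where genes are not independent replicates). A fit with the 3 control libraries divided between the comparisons was not run.

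**Figure D1:**
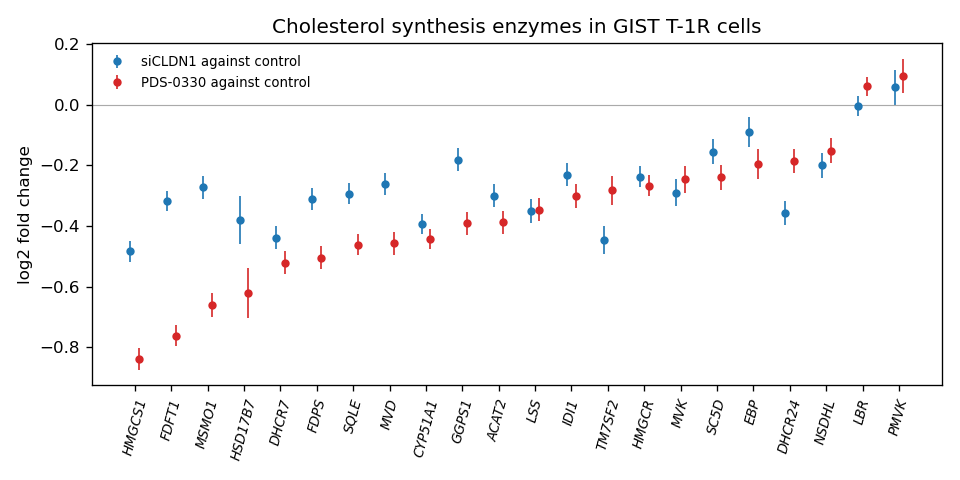
Log2 fold change of 22 cholesterol synthesis enzymes against control cells, after siCLDN1 and after PDS-0330. Points show the fitted value of 3 libraries against 3, bars the standard error, and enzymes are ordered by their value after PDS-0330. PMVK lies above 0 in both comparisons and LBR above 0 after PDS-0330, and the other enzymes lie below 0.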

Of note, the dysregulation of genes involved in the metabolic pathways was at the top in both CLDN1-inhibited GIST and PDS-0330-treated GIST, as well. This is in concordance with recent findings illustrating the regulatory role of CLDN1 in the metabolism of pancreatic cancer cells, which in turn has a significant impact on their sensitivity to certain chemotherapies [42].

Given that GIST T-1R cells exhibited activation of the FGFR-signaling pathway [12], we examined the impact of CLDN1 down-regulation and/or its inhibition on the FGF/FGFR transcripts. 

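Of 18 genes of FGF receptors, ligands and associated proteins that could be tested in siCLDN1-transfected cells, 4 rose, 2 fell and 12 did not pass the test (4 and 3 when adjusted over the list alone). The list as a whole did not differ from other genes (adjusted p = 0.58 by camera). FGFR4, a receptor tyrosine kinase gene on chromosome 5 from 177086905 to 177098144 of hg38, fell from 35.3 ± 2.44 CPM in control cells to 26.5 ± 0.455 CPM (SD, n = 3) (log2 fold change -0.41, standard error 0.055, adjusted p = 7.0e-06 from edgeR). FGFR1OP2, on chromosome 12 from 26938470 to 26966650, encodes a protein found fused to FGFR1 in myeloid neoplasms and fell from 42.6 ± 0.604 to 36.7 ± 0.563 CPM (SD, n = 3) (log2 fold change -0.21, standard error 0.040, adjusted p = 3.1e-04). The ligand gene FGF4, on chromosome 11 from 69771022 to 69775341, rose from 540 ± 19.2 to 680 ± 16.3 CPM (SD, n = 3) (log2 fold change 0.33, standard error 0.036, adjusted p = 4.8e-07). FGFRL1, a receptor-like gene without a kinase domain, rose from 37.2 ± 1.98 to 48.1 ± 1.24 CPM (SD, n = 3) (log2 fold change 0.37, standard error 0.046, adjusted p = 2.9e-06). FGFR1 went from 253 ± 7.23 to 274 ± 2.73 CPM (SD, n = 3) (adjusted p = 0.0096 from edgeR, and 0.058 without control replicate 1). FGF1 went from 2.81 ± 0.288 to 3.64 ± 0.313 CPM (SD, n = 3), and its call (adjusted p = 0.02 from edgeR) was lost with DESeq2 (adjusted p = 0.055), without control replicate 1 (adjusted p = 0.075) or 2 (adjusted p = 0.085), and without siCLDN1 replicate 1 (adjusted p = 0.064) or 2 (adjusted p = 0.094).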

We found that down-regulation of FGFR4 and FGFR1OP2 was the most prominent change in siCLDN1-transfected GIST cells, as well as overexpression of FGF4 (Supplementary Figure S5A). Similarly, PDS-0330 GIST cells exhibited a significant decrease in the majority of FGFRs, including FGFR2, 3, and 4. Additionally, FGF14, 19, and 23 ligands were also down-regulated in PDS-0330-treated GIST cells (Supplementary Figure S5B).

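Of the 4 FGF receptor tyrosine kinase genes, FGFR2, FGFR3 and FGFR4 fell in PDS-0330-treated cells and FGFR1 did not pass the test. FGFR2, on chromosome 10 from 121478332 to 121598458 of hg38, fell from 669 ± 9.93 CPM in control cells to 530 ± 6.93 CPM (SD, n = 3) (log2 fold change -0.34, standard error 0.033, adjusted p = 3.9e-08 from edgeR). FGFR4 fell to 16.0 ± 1.10 CPM (SD, n = 3), 2.20-fold below control cells (log2 fold change -1.14, standard error 0.058, adjusted p = 7.5e-13). FGFR3, on chromosome 4 from 1793293 to 1808872, was weakly expressed and went from 4.54 ± 0.703 to 3.42 ± 0.183 CPM (SD, n = 3) (log2 fold change -0.40, standard error 0.12, adjusted p = 0.0092), a call that ended without control replicate 3 (log2 fold change -0.28, adjusted p = 0.072). FGFR1 stood at 252 ± 2.20 CPM (SD, n = 3) (log2 fold change -0.0077, standard error 0.033, adjusted p = 0.88). The treatments differed in FGFR2 when tested directly, with a log2 fold change of -0.41 (standard error 0.033, adjusted p = 1.3e-09) in PDS-0330-treated against siCLDN1-transfected cells.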

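FGF14, an intracellular member of the FGF family on chromosome 13 from 101710804 to 102402457 of hg38, fell from 134 ± 2.45 CPM in control cells to 112 ± 2.78 CPM (SD, n = 3) in PDS-0330-treated cells (log2 fold change -0.25, standard error 0.035, adjusted p = 5.3e-06 from edgeR). The endocrine ligand genes FGF19 and FGF23 were weakly expressed. FGF19, on chromosome 11 from 69698238 to 69704022, fell from 1.33 ± 0.347 to 0.533 ± 0.0510 CPM (SD, n = 3) (adjusted p = 3.2e-04), which rests on 45 to 61 counts per control library and 20 to 24 counts per PDS-0330 library. FGF23, on chromosome 12 from 4368227 to 4379712, fell from 1.95 ± 0.137 to 0.584 ± 0.0738 CPM (SD, n = 3) (log2 fold change -1.73, standard error 0.19, adjusted p = 1.3e-07), and the difference was -0.90 on log2(FPKM + 1). FGF2, the basic fibroblast growth factor, rose from 28.9 ± 1.55 to 35.7 ± 2.16 CPM (SD, n = 3) (log2 fold change 0.31, standard error 0.051, adjusted p = 4.8e-05). Of 18 FGF receptor and ligand genes tested, 1 rose, 6 fell and 11 did not pass the test (1 and 6 when adjusted over the list alone) (median log2 fold change -0.075, adjusted p = 0.035 by camera), and the call of the list was lost with an estimated correlation (adjusted p = 0.28), with no filter (adjusted p = 0.061) and without PDS-0330 replicate 1 (adjusted p = 0.062).

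**Figure D2:**
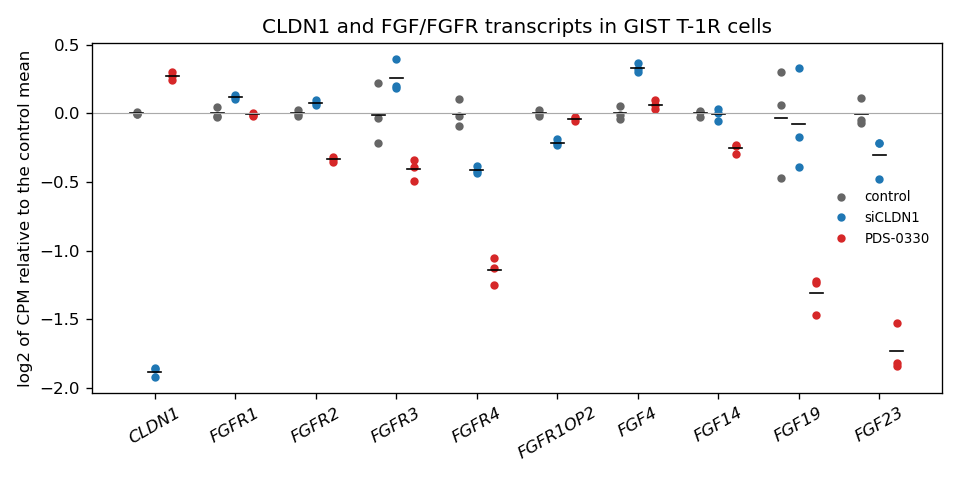
Log2 of CPM relative to the mean of the control libraries for CLDN1 and genes of the FGF family, with 1 point per library of control, siCLDN1-transfected and PDS-0330-treated cells and a horizontal line at the mean of each group. The PDS-0330 libraries lie below all control libraries for FGFR2, FGFR3, FGFR4, FGFR1OP2, FGF14, FGF19 and FGF23, and the siCLDN1 libraries lie below them for CLDN1, FGFR4, FGFR1OP2 and FGF23. The differences of FGFR1OP2 after PDS-0330 (adjusted p = 0.44 from edgeR) and of FGF23 after siCLDN1 (adjusted p = 0.17) did not pass the test.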

The impact of CLDN1 inhibition or knockdown on the activity of downstream signaling pathways involved in maintaining GIST survival and proliferation was also examined. For this purpose, we also looked over the changes in MAPK- and AKT-signaling pathways (Figure 11C,D). 

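Genes of MAPK cascade components changed in both directions. Of 85 tested, 10 rose, 18 fell and 57 did not pass the test (11 and 19 when adjusted over the list alone) after siCLDN1 (adjusted p = 0.42 by camera, with a median log2 fold change of 0.0014 and a negative mean of -0.021). After PDS-0330, 24 rose, 17 fell and 44 did not pass the test (24 and 18 when adjusted over the list alone) (adjusted p = 0.89, with a median of -0.028 and a positive mean of 0.069). RPS6KA5, a kinase downstream of ERK and p38, fell from 14.3 ± 0.916 CPM in control cells to 8.43 ± 0.491 CPM (SD, n = 3) after siCLDN1 and 8.64 ± 0.289 CPM (SD, n = 3) after PDS-0330, whereas JUN rose from 32.3 ± 4.46 to 40.2 ± 0.633 CPM (SD, n = 3) and 93.8 ± 4.61 CPM (SD, n = 3). Of 68 PI3K-AKT-mTOR components, 9 rose, 14 fell and 45 did not pass the test (13 and 15 when adjusted over the list alone) after siCLDN1 (adjusted p = 0.052 by camera), and 21 rose, 21 fell and 26 did not pass the test (21 and 22 when adjusted over the list alone) after PDS-0330 (adjusted p = 0.86). After siCLDN1 this list passed as lower with no filter (adjusted p = 0.037), without control replicate 2 (adjusted p = 0.015) and without siCLDN1 replicate 3 (adjusted p = 0.044), and with summed transcripts (adjusted p = 0.03), chosen after seeing the data, but not with an estimated correlation (adjusted p = 0.51). By fry, which tests against no change, it was lower at adjusted p = 0.0066. PHLPP1, a phosphatase of AKT, fell from 162 ± 0.514 to 122 ± 1.51 CPM (SD, n = 3) and 116 ± 4.59 CPM (SD, n = 3), and cyclin D1 (CCND1) fell from 551 ± 12.2 to 416 ± 6.32 CPM (SD, n = 3) and 469 ± 6.30 CPM (SD, n = 3). Of 26 genes induced by ERK or feeding back on it, 13 rose, 7 fell and 6 did not pass the test (14 and 8 when adjusted over the list alone) after PDS-0330 (median log2 fold change 0.16, adjusted p = 0.026 by camera and adjusted p = 0.29 with an estimated correlation). In that list FOS rose from 19.6 ± 3.14 to 45.5 ± 1.17 CPM (SD, n = 3), and the ERK phosphatase gene DUSP6 fell from 703 ± 30.3 to 579 ± 18.0 CPM (SD, n = 3). The mRNA of KIT, the driver kinase of most GIST, stood at 1070 ± 47.6 CPM (SD, n = 3) in control cells, 1096 ± 17.3 CPM (SD, n = 3) after siCLDN1 (adjusted p = 0.57 from edgeR) and 1069 ± 36.5 CPM (SD, n = 3) after PDS-0330 (adjusted p = 0.97). PDGFRA fell after PDS-0330 from 346 ± 13.8 to 197 ± 8.66 CPM (SD, n = 3), and its smaller fall to 314 ± 5.63 CPM (SD, n = 3) after siCLDN1 (adjusted p = 0.0081) did not pass the test without control replicate 1 (adjusted p = 0.077). The paper concludes that CLDN1 regulates FGFR expression and signaling in imatinib-resistant GIST, and cites the changes in AKT- and MAPK-signaling genes in Figure 11C,D among its evidence that knockdown or inhibition of CLDN1 interrupts an FGFR-mediated survival cascade.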

A detailed analysis of the changes in the transcriptome profile of CLDN1-inhibited GIST and its potential impact on the behavior of cancer cells, including their sensitivity to chemotherapy, is described in more detail in the Discussion section.

### 2.8. Clinical Significance of CLDN1 in Primary GIST

To determine the prognostic value of CLDN1 expression in GIST, we examined primary tumors by western blotting. Seventy-five percent of patients were female. The median age of patients was 62 years (62.0 ± 12.2). The most frequent location of GIST was the stomach (83%), followed by the small bowel (13%), and the lesser omentum (4%). Ninety-two percent of tumors were positive for KIT IHC staining. The detailed characteristics of GIST patients are shown in Supplementary Table S1. The IHC-staining data correlated with Western blot results, shown in Figure 12A,B. Indeed, among the 24 GIST patients enrolled in this study, two patients were found to be negative for c-KIT expression (patients #17 and 22). According to the well-known relapse risk criteria (e.g., Miettinen’s criteria) based on the AFIP classification [43,44], 50% of samples were considered to be in the low risk group, 8% belonged to the intermediate risk group, and 42% of GISTs were regarded as high risk.

Despite the absence of correlation between CLDN1 expression and tumor location (stomach/other localization) (*p* = 0.34161; two-tailed Fisher’s exact test), gender (female/male) (*p* = 1.00000; two-tailed Fisher’s exact test), and age (*p* = 0.59547; Student’s *t*-test), a significant correlation between CLDN1 expression in GIST specimens and the prognostic group (low risk/intermediate and high risk) was observed (*p* = 0.02123; two-tailed Fisher’s exact test).

Indeed, we found that CLDN1 expression increased in most of the tumor specimens from intermediate- to high-risk GIST. Indeed, 10 tumor specimens were found to be strongly positive for CLDN1 expression among 12 high-risk GIST samples being analyzed. This is illustrated in the representative Western blot images shown in Figure 12A,B. In contrast, the majority (e.g., 9 of 12 samples) of low-risk GIST specimens exhibited minor expression of CLDN1. This was also summarized in Figure 13C to illustrate that > 75% of low-risk GIST specimens (n = 12) showed decreased expression of CLDN1 (densitometry analysis of CLDN1 expression was below < 5.2 after the normalization of GIST samples to the expression of actin).

To illustrate the significant differences in CLDN1 expression between high- and low-risk GIST, the original images of CLDN1 and actin were processed in the Image J program and statistically analyzed for each GIST sample, as shown in Table 2. Overall, these data demonstrate the clinical and prognostic significance of increased CLDN1 expression in primary GIST.

Lastly, we examined the potential connection between CLDN1 and FGFR2 and its ligand in high- and low-risk primary GIST. Although we did not observe significant changes in FGFR2 expression between low- and high-risk primary tumors, we found a substantial increase in FGF-2 in high-risk tumors that exhibited high levels of CLDN1. In contrast, low-risk malignancies lacking CLDN1 expression exhibited only basal levels of FGF-2 (Figure 13), indicating a functional connection between FGF signaling and CLDN1 expression in GIST.

## 3. Discussion

Over the last two decades, increasing evidence suggests that claudins play a crucial regulatory role in oncogenesis, tumor progression, and the response to conventional therapies. Indeed, the expression of proteins regulating tight junctions between epithelial cells decreases in parallel with cancer progression and is associated with higher tumor staging, poorer tumor histological grading, and unfavorable outcomes [45]. On the one hand, claudins inhibit cancer cell proliferation, invasion, and migration [46,47,48] and regulate stemness in cancer cells [49], thereby regulating the chemosensitivity of cancer. On the other hand, claudins exhibit opposite activities in cancer cells, enhancing their motility, proliferation, and invasion [50,51], as well as the self-renewal and activities of cancer stem-like cells [52,53]. Consequently, they are shown to be involved in tumor progression and metastasis in in vivo models [54].

Claudins, in particular, claudin-1 (CLDN1), has been frequently found to be overexpressed in primary cancers and metastasis, as well as in cancer cell lines [55,56], and the increased expression of CLDN1 was evidenced for a broad spectrum of human malignancies and cancer cell lines, including laryngeal squamous cell carcinomas (LSCCs) [57], colorectal cancer (CRC) [58], and breast and thyroid cancer [59,60,61]. In some cases, including breast cancer and CRC, the changes in expression of CLDN1 in tumors were shown to be associated with aggressive forms of diseases, larger tumor size, vascular invasion, higher pathological tumor stage, high metastatic lymph node ratio, and worse overall survival (OS) and progression-free survival (PFS) [61,62]. Notably, the increase of CLDN1 expression was detected following neoadjuvant chemotherapy [63] and associated with resistance to certain chemotherapeutic agents, including doxorubicin and cisplatin [30]. Thus, the increased expression of CLDNs in primary tumors makes them promising targets for cancer therapy, which is supported by the efficacy of specific monoclonal antibodies (e.g., Zolbetuximab, IMAB362, and claudiximab [64,65,66]), as well as small-molecule inhibitors [67].

The regulatory role of claudins in tumor resistance to the chemotherapeutic agents is well-documented for a broad spectrum of human malignancies, including pancreatic duct adenocarcinoma [42], lung cancer [29], and CRC [31]. The molecular mechanisms underlying CLDN1-mediated cancer chemoresistance are diverse and include its interaction with EPHA2 kinase, which promotes stemness [31], the upregulation of Unc-51-like autophagy activating kinase 1 (ULK1) phosphorylation [29], and significant alterations in metabolic pathways [42]. CLDN3, 4, and 6 were also shown as potent regulators of chemoresistance in various malignancies, including ovarian, lung, and breast cancer [32,33,34,35,36,37]. This might be due to the CLDNs’ interactions with both α- and β-tubulins, thereby affecting the structure and dynamic state of the microtubules [35], promoting cancer cell stemness [32,33,34], or regulating the Cu transporter CTR1 [36].

Despite the high impact of CLDNs in tumor progression and sensitivity to chemotherapies being well-documented and discussed in detail in several fundamental reviews [38,39,40], the effect of claudins in GIST pathogenesis, progression, and resistance to targeted therapies remains unknown.

We show here for the first time the increased expression of CLDN1 in IM-resistant GIST T-1R cells (Figure 1). This contributes to GIST resistance to IM both in vitro and in vivo. Indeed, increased expression of apoptotic markers and decreased cellular proliferation were observed in IM-resistant GIST T-1R cells treated with IM in combination with the CLDN1 inhibitor PDS-0330 or after *CLDN1* knockdown (Figure 2 and Figure 3). The high potency of the dual inhibition of KIT and CLDN1 signaling was also demonstrated in vivo. Indeed, the volumes of GIST xenografts dramatically decreased after the combined therapy of IM and PDS-0330 was used (Figure 9A,B). Notably, the histological examination of IM-resistant GIST revealed the high potency of PDS-0330 used alone, as evidenced by the increased size of the necrotic areas observed at the final time-point of the experiment (Figure 9C). This correlated with the decreased sizes and volumes of IM-resistant xenografts treated with PDS-0330 and was consistent with the effect of this CLDN1 inhibitor on CRC xenografts [67].

Given that the activation of the FGFR pathway was previously shown to be a potent mechanism of secondary resistance in GIST T-1R cells to IM [12], we examined the potential interplay between this pathway and CLDN1. The interaction between CLDN1 and FGFR2 in IM-resistant GIST was confirmed by immunofluorescence staining and co-immunoprecipitation data (Figure 6A and Figure 6B, respectively), thereby illustrating tight co-localization and interaction between CLDN1 and FGFR2. Moreover, we observed that FGF-2 ligand increased expression of CLDN1 in IM-naive GIST cells in a time-dependent manner (Figure 5A), whereas pan-FGFR inhibitors (e.g., AZD 4547 and TAS-120) decreased CLDN1 expression in IM-resistant GIST T-1R cells (Figure 5B). Strikingly, *CLDN1* knockdown significantly decreased the expression of FGFR2, but not FGFR1, 3, and 4 (Figure 5C). This might be due to the ability of CLDN1 to regulate FGFR2 stability by preventing its ubiquitination, endocytosis, and lysosomal degradation. Indeed, some surface proteins, including EMT-related proteins (e.g., N-cadherin), have been shown to be potent regulators of FGFR expression by preventing their degradation through the lysosomal pathway [68]. The CLDN1-mediated regulation of FGFR2 stability in GIST cells will be a subject for further studies.

Notably, the pattern above was specific to GIST cells lacking secondary *KIT* mutations (e.g., GIST T-1R cells), whereas we did not observe significant benefits of CLDN1 inhibition in GIST 430 cells. This was evidenced by the lack of synergy between IM and PDS-0330 (Figure 4) and by the induction of apoptosis in GIST 430 cells after the dual inhibition of KIT- and CLDN1-signaling (Figure 3). Besides the differences in *KIT* mutational status between these IM-resistant GIST cell lines, both of them exhibited similar levels of phospho-KIT/c-KIT and FGFR2, as well (Supplementary Figure S6). Based on our data, which illustrate a tight cross-talk between FGFR2 and CLDN1 (Figure 5, Figure 6 and Figure 8), CLDN1 may serve as a potent regulator of FGFR signaling in GIST, thereby maintaining resistance to IM and promoting disease progression. In agreement with this, increased expression of CLDN1 was observed in most primary GIST specimens from the high-risk group, as shown in Figure 12A,B, indicating that CLDN1 promotes an aggressive phenotype in GIST.

Collectively, we also showed here, for the first time, the impact of CLDN1 in GIST resistance to IM. These mechanisms underlie the FGFR-signaling pathway. Given that the activation of the FGFR-signaling pathway was previously shown by our group as a potent mechanism of secondary resistance to IM in GIST [12] and taking into account our present data illustrating a tight cross-talk between CLDN1 and FGFR-signaling (Figure 8), we conclude that CLDN1 regulates FGFR expression and signaling in IM-resistant GIST. In contrast, the knockdown of *CLDN1* or its inhibition effectively reverses GIST’s sensitivity to IM by interrupting the FGFR-mediated survival cascade (Figure 13).

This was also supported by transcriptome profiling data, which illustrated the significant impairment of AKT- and MAPK-signaling pathways in CLDN1-inhibited GIST (Figure 11C,D). Additionally, significant changes in metabolic pathways in both *CLDN1*-knockdowned or PDS-0330-treated GIST cells (Figure 11A,B) are in concordance with recent findings [42]. Lastly, transcriptome profiling of IM-resistant GIST T-1R cells with inhibited or knocked-down *CLDN1* (Figure 10B) illustrated the other potential targets that may be involved in GIST resistance to targeted therapies. This might include *AZIN1* (antizyme inhibitor 1), *SFRP1* (soluble frizzled related protein 1), or *CHST1* (carbohydrate sulfotransferase 1) (Figure 10B) that were previously shown to be involved in cancer resistance to certain chemotherapeutic agents (e.g., paclitaxel, doxorubicin and cisplatin) [69,70,71,72] and targeted therapies [73,74,75,76] as well. The molecular mechanisms of chemoresistance of cancer cells are complex and include the neutralization of ornithine decarboxylase antizymes [72], the regulation of cholesterol synthesis [73], the upregulation of P-glycoprotein and Bcl-2 [77], the activation of DNA damage repair [78], and c-Jun signaling, AXL transcription, and activation of the Erk-mediated pathway, as well. Further studies will help assess the contribution of the aforementioned factors in GIST resistance to IM.

Overall, our data illustrate the high potency of CLDN1 in maintaining the malignant phenotype of GIST and regulating their sensitivity to IM-based therapy. This was due to the physical interaction and functional partnership between CLDN1 and the FGFR2-mediated survival pathway observed in IM-resistant GIST. Therefore, a combination of IM and PDS-0330, a specific CLDN1 inhibitor, acted synergistically to induce apoptotic cell death and decrease the proliferative rate of GIST in vitro, and it effectively blocked tumor growth in the GIST xenograft model. Notably, this was specific to GIST T-1R cells that overexpressed CLDN1 and lacked secondary *KIT* mutations. In contrast, GIST 430 cells, which harbored secondary *KIT* mutations and lacked CLDN1 expression, remained non-sensitive to the aforementioned dual inhibition. This, in turn, might open novel therapeutic opportunities in the management of a specific subset of GIST by targeting CLDN1.

## 4. Materials and Methods

### 4.1. Chemical Compounds

Imatinib mesylate (IM) and PDS-0330 were obtained from Selleck Chem (Houston, TX, USA).

### 4.2. Antibodies

Primary antibodies used for immunoblotting and immunofluorescence were as follows: phospho-KIT Y719 (#3391S, lot: 12), AKT (#4691T, lot:28), cleaved form of caspase-3 (#9664S, lot:22), cleaved form of PARP (#5625S, lot:13), claudin-1 (#13255S, lot:5), calnexin (# 2679T, lot:6), Brg1 (3508T, lot:2), E-cadherin (#3195T, lot:15), N-cadherin (#13116T, lot:6), Vimentin (#5741T, lot:8), Beta-catenin (#8480T, lot:9), FGFR1 (#9740S, lot:4), FGFR2 (#23328S, lot:3), FGFR3 (#4574S, lot:2) (Cell Signaling, Danvers, MA, USA), KIT (#A4502, lot:11164713, Dako, Carpinteria, CA, USA), beta-actin (A00730-200, lot:20A002063, GenScript, Piscataway, NJ, USA), FGFR4 (#SAB1300019-100UG, lot:129K0498, Sigma-Aldrich, St-Louis, MO, USA), and claudin-1 (sc-166338, lot:F2624, Santa Cruz Biotechnology, Santa Cruz, CA, USA). For co-immunoprecipitation (co-IP) assays, the aforementioned anti-FGFR1 and 2 monoclonal Abs were utilized. Additionally, cell lysates were precipitated for CLDN1 by using the claudin-1 mAbs (sc-166338, lot:F2624, Santa Cruz Biotechnology, Santa Cruz, CA, USA) or FGFR2-precipitating Abs (ab281925, clone number:EPR24679-79, Abcam, Cambridge, UK). HRP-conjugated secondary antibodies for Western blotting were purchased from Santa Cruz. Neutralizing monoclonal antibodies to FGF-2 (Anti-FGF2 mAbs, #05-117, lot:3282554) were obtained from Merck KGaA (Darmstadt, Germany).

### 4.3. Cell Lines and Culture Conditions

The GIST T-1 cell line was established from a metastatic pleural tumor from stomach GIST and contains a heterozygous 57-base pair deletion (V570-Y578) in *KIT* exon 11 [79]. IM-resistant GIST T-1R subline was established in our laboratory after continuous induction from 0.4 nM to 1000 nM IM in a stepwise increasing concentration manner [12]. The IM-resistant GIST 430 cell line was derived from a human GIST that developed clinical resistance to IM-based therapy. This cell line carries a heterozygous primary *KIT* exon 11 deletion (V560_L576del) and a secondary *KIT* exon 13 point mutation (V654A) [79]. GIST cell lines were grown in a humidified atmosphere of 5% CO_2_ at 37 °C (LamSystems, Myass, Russia).

### 4.4. Cellular Survival MTS-Based Assay

To examine the cytotoxicity of RTKis, GIST cells were seeded in 96-well flat-bottomed plates (Corning Inc., Corning, NY, USA) and allowed to attach and grow for 24 h. The cells were then cultured for 24–48 h with the indicated concentrations of the RTKis or DMSO (control). Finally, MTS reagent (Promega, Madison, WI, USA) was added to the culture medium for at least one hour to assess the live cell numbers. Cellular viability was assayed at 492 nm using a MultiScan FC plate reader (Thermo Fisher Scientific, Waltham, MA, USA). The resulting IC_50_ values were defined as the concentration of the compound required to inhibit cellular growth by 50% within 24–48 h. The data were normalized to the DMSO-treated control group. IC_50_ values were determined using the IC_50_ Tool Kit ( https://ic50.org/, accessed on 23 July 2024).

The experiments were performed at least in triplicate, and the potential additive, antagonistic, and synergistic effects of PDS-0330 on IM were calculated by using the R package of the computational tool Synergy Finder (https://bioconductor.org/packages/release/bioc/html/synergyfinder.html, accessed on 1 August 2024). For this purpose, the following four types of models were used: the highest single agent (HSA) model [80], the Loewe additivity model [81], the Bliss independence model [82], and the zero interaction potency (ZIP) model [83]. A value of synergy score (SC) of PDS-0330 and IM combinations < –10 was considered an antagonistic effect, whereas SCs between −10 and 10 and SCs > 10 were considered an additive and synergistic effect, respectively [83].

### 4.5. Real-Time Monitoring of Cell Proliferation

GIST cells (0.5 × 10^5^ /mL) were seeded into the wells of an E-Plate L8 PET cassette (ACEA Biosciences, San Diego, CA, USA). The cassettes were installed in the iCELLigence cell growth kinetics system (ACEA Biosciences, San Diego, CA, USA). Cells were allowed to attach and grow for the following 24 h. Subsequently, IM 1 µM PDS-0330 5 µM, alone or in combination, were introduced into cell culture. DMSO-treated cells served as the control. Additionally, the proliferation of GIST T1-R cells with *CLDN1* knockdown (alone and in the presence of 1 µM IM) was studied. Cell proliferation index values were recorded every hour throughout the experiment. The experiments were performed at least in triplicate. RTCA Software version 1.0 (ACEA Biosciences, Inc., San Diego, CA, USA) was used to analyze the data.

### 4.6. Crystal Violet Staining

For staining, a crystal violet fixing solution of the following composition was used (per 50 mL dH2O): 25 mg crystal violet, 3.1 mL of 16% formaldehyde solution, 5 mL of PBS (10×), and 0.5 mL of 100% methanol. The medium was removed from the culture dishes, and a crystal violet fixative solution was added (3 mL for dish p60 and 6 mL for dish p100). It was incubated for 20 min at room temperature in the dark. Next, the dishes were washed from the fixing solution in a container with cool water for 2–3 min and left to dry on filter paper for 2–3 h at room temperature. Afterward, the dishes were photographed. To quantify crystal violet staining, 1% SDS solution was added to the dishes (1.5 mL solution for dish p60, 3 mL for dish p100) and incubated for 1 h at room temperature on a shaker. Next, 100 μL of the solution from the dishes was added to the wells of a 96-well plate, and the optical density was measured at 540 nm on a MultiScan FC plate reader (Thermo Fisher Scientific, Waltham, MA, USA).

### 4.7. Subcellular Fractionation

Cellular fractionations were performed with commercial extraction buffers in the Subcellular Proteome Extraction Kit (S-PEK) (Calbiochem, Merck, Darmstadt, Germany). The GIST cell suspension (3–5 × 10^6^/mL) was washed twice with 2 mL of wash buffer and centrifuged at 300× *g* at 4 °C for 10 min. In the first step, with Extraction Buffer I and an inhibitor cocktail, the cytosolic proteins were incubated for 10 min at 4 °C, followed by centrifugation for 10 min at 1000× *g*. Membranes and membrane organelles were solubilized with Extraction Buffer II and an inhibitor cocktail, incubated for 30 min at 4 °C, and then centrifuged for 10 min at 6000× *g*. Next, nucleic proteins were enriched with Extraction Buffer III, inhibitor cocktail, and benzonase, incubated for 10 min at 4 °C, and centrifuged for 10 min at 10,000× *g*. The experiments were performed at least in triplicate, and assessment of protein expression in the fractions mentioned above was performed by Western blotting, as indicated below.

### 4.8. siRNA-Mediated Knockdown of CLDN1 and FGFR2

The knockdown of *CLDN1* and *FGFR2* was performed using a SMARTpool (Dharmacon, Lafayette, CO, USA). A non-targeting siRNA (Dharmacon, Lafayette, CO, USA) was used for a negative control. Briefly, 10 μL of Lipofectamine 2000 (Thermo Fisher Scientific, Waltham, MA, USA) and 10 μL of siRNA (20 μM) or negative control were mixed with Opti-MEM (Gibco, New York, NY, USA) to a final volume of 400 μL per well at room temperature for 30 min according to the manufacturer’s protocol. Next, a transfection mix was introduced into 70% confluent GIST T-1R culture for 10 h. After the mix was removed, the cells were cultured in a complete culture medium for 48 h before use in functional assays, Western blotting, or RNA analysis.

### 4.9. Western Blotting

For Western blotting analysis, whole-cell extracts (WCE) were prepared by scraping the cells growing as monolayers into RIPA buffer (25 mM Tris-HCl pH 7.6, 150 mM NaCl, 5 mM EDTA, 1% NP-40, 1% sodium deoxycholate, 0.1% SDS) and were supplemented with protease and phosphatase inhibitors. The cellular lysates were incubated for one hour at 4 °C and then clarified by centrifugation for 30 min at 13,000 rpm at 4 °C. Protein concentrations were measured using the Bradford assay. The samples containing 30 μg of protein were resolved on 4 to 12% Bis-Tris or 3 to 8% Tris-acetate NuPAGE gels (Invitrogen, Carlsbad, CA, USA), transferred to a nitrocellulose membrane (Bio-Rad, Hercules, CA, USA), probed with a specific antibody, and visualized by enhanced chemiluminescence (Western Lightning Plus-ECL reagent, Perkin Elmer, Waltham, MA, USA). Densitometry analysis of Western blotting images was performed using the NIH Image J software (version 1.49) (Bethesda, MD, USA).

### 4.10. Co-Immunoprecipitation (Co-IP)

For Co-IP, whole cell lysates (WCL) were prepared by scraping the cells into PBS 1X and centrifuged for 3 min at 13,000 rpm at +4 °C on ice (10 min) using TEB buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1% NP-40, 10% glycerol) supplemented with a protease inhibitor cocktail solution and PMSF (Sigma-Aldrich, St-Louis, MO, USA). The samples were then centrifuged for 10 min at 13,000 rpm at +4 °C to obtain the supernatants (whole-cell lysates). Claudin-1 precipitating antibodies (sc-166338, lot:F2624, Santa Cruz Biotechnology, Santa Cruz, CA, USA), at a concentration of 2 μg, or FGFR2 precipitating Abs (ab281925, clone number: EPR24679-79, Abcam, Cambridge, UK) were added to WCL and incubated overnight at +4 °C on a shake and further loaded by 30 μL of protein A and G Sepharose beads (Santa Cruz Biotechnology, Santa Cruz, CA, USA) and incubated on a shaker for 1 h at +4 °C. After washing with TEB buffer, a mixture of LDS sample buffer (Invitrogen, Carlsbad, CA, USA) and 2-mercaptoethanol (Sigma-Aldrich, St-Louis, MO, USA) was added to the samples. The samples were further subjected to vertical electrophoresis and blotting, as shown before. The experiments were performed at least in triplicates.

### 4.11. Immunofluorescence Staining

GIST cells (0.5 × 10^5^/mL) were seeded into the 6-well flat-bottom plates (Corning Inc., Corning, NY, USA) containing Poly-L-lysine-coated coverslips (Sigma-Aldrich, St. Louis, MO, USA). Over the next 48 h, the cells were allowed to attach and grow. Next, the cells were incubated for 48 h in the presence of DMSO (control), IM at 1 µM, PDS-0330 at 5 µM, and their combination. The cells were further fixed with a 4% paraformaldehyde solution (in PBS) for 15 min at room temperature. After washing with PBS, the glass coverslips were incubated in a blocking solution (1×PBS, 5% goat serum, 0.3% Triton X-100) for one hour at room temperature. After this, the cells were incubated with primary antibodies to the CLDN1 (sc-166338, lot:F2624, Santa Cruz Biotechnology, Santa Cruz, CA, USA) and FGFR2 (#23328S, lot:3, Cell Signaling, Danvers, MA, USA) and were dissolved in a ratio of 1:200 in antibody dilution buffer (1× PBS, 1% BSA, 0.3% Triton X-100) overnight at 4 °C. The next day, the cells were washed with PBS (three times for 5 min each in the dark), incubated with Alexa Fluor 488 (A11008, lot:1885240)- or Texas Red (T6390, lot:2480080)-conjugated secondary antibodies (Invitrogen, Carlsbad, CA, USA), and dissolved in a ratio of 1:500 in antibody dilution buffer for one hour at room temperature in the dark. Next, the cells were washed three times with PBS (5 min each in the dark) and then stained with a DAPI solution (Sigma-Aldrich, St. Louis, MO, USA) for 30 s. After washing with PBS, the coverslips were placed on the glass slides, and cells were visualized using an Olympus BX63 fluorescence microscope (Tokyo, Japan). Images were acquired using the Spot Advanced Imaging System. The images were examined in at least 5 fields of view, and ~70–80 cells were captured for each particular experimental setting. The experiments were performed at least in triplicate.

### 4.12. RNA Extraction and Real-Time Quantitative PCR

Total RNA was extracted from GIST T-1 and GIST T-1R cells and converted into complementary DNA (cDNA) as previously described [12]. One µL template cDNA was used in a real-time qPCR reaction with 5× qPCRmix-HS SYBR (PB025, Evrogen, Moscow, Russia) and 10 mM each forward and reverse primers for experimental or control genes (Supplementary Table S2). According to the manufacturer’s protocol, real-time qPCR was performed using the CFX96 Real-Time Detection System (Bio-Rad, Hercules, CA, USA). The relative levels of each mRNA were normalized to those of *ACTB*. Quantitative data were generated based on the number of cycles required for the fluorescence generated by amplification to reach a specific threshold of detection (the Ct value). The Western blot images of CLDN1 and actin expression were processed using the Image J program (version 1.49). Then, the obtained densitometry values were normalized to actin. Afterwards, the CLDN1 expression in each GIST sample was statistically analyzed.

### 4.13. RNA-Seq Library Preparation, Sequencing, and Bioinformatics Pipeline

Cells were collected by centrifugation, washed with ice-cold PBS, and immediately deep-frozen in liquid nitrogen. Cellular pellets were used for total RNA isolation using the RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions.

The quality of total RNA was evaluated using the Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). The quantity and purity of RNA were estimated on a NanoPhotometer (Implen), and 800 ng of RIN ≥ 7 of total RNA was used for library construction using NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module and NEBNext^®^ Ultra II™ Directional RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA), according to the manufacturer’s instruction. The quality of the libraries was verified using the Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA), and the yield was validated by quantitative PCR (qPCR). Libraries were then sequenced on the NovaSeq 6000 (Illumina, San Diego, CA, USA) with paired-end 61 bp reads.

The quality of the sequenced reads was assessed using FastQC v0.11.5. Unwanted adapter and rRNA matching reads were filtered out using Trimmomatic at a threshold of 0.38. Trimmed reads were aligned to human genome assembly hg38 (UCSC primary chromosomes) with Hisat2 v2.1.0 and counted with HTSeq v2.0.1 against Gencode v43 basic annotation. Further analyses, including FPKM, TMM normalization, differential expression, and functional enrichment, were conducted in the R environment (packages edgeR v3.42.2 and cluster Profiler v4.8.1). We consider the significance threshold for differentially expressed genes to be FDR < 0.05 and a fold change of >2, unless specific parameters are specified. Raw and processed transcriptome data were accessible through GEO NCBI under the ID GSE247170.

### 4.14. GIST Xenograft Studies

Subcutaneous human tumor xenografts were generated via s.c. inoculation in the flank areas of 5- to 8-week-old female nu/nu mice with 100 μL of 5 × 10^6^ IM-naive (GIST T-1) and IM-resistant (GIST-T-1R) cells/mL suspensions in Dulbecco’s phosphate-buffered saline. The animal experimental protocols were approved by the Committee for Ethics of Animal Experimentation, and the experiments were conducted under the Guidelines for Animal Experiments in N.N. Blokhin National Medical Research Center of Oncology. All s.c. tumors were allowed to reach ~400 mm^3^ volumes (day 14) before randomization of mice into four groups (n = 4). They administered i.p. 100 μL of vehicle (negative control), PDS-0330 (5 mg/kg), IM (50 mg/kg), or a combination of PDS-0330 and IM three times a week for 2 weeks. The changes in tumor sizes were calculated as a percentage of the baseline. The tumor volume in each group was assessed by calipers, calculated as length × width × width × 0.5, and tumor growth curves were drawn accordingly. Results were expressed as the mean tumor volume compared to control (vehicle-treated) animals. After the mice were sacrificed, the tumors were isolated, photographed, weighed, subjected to histopathologic examination, and also prepared to assess caspase 3/7 activity.

Formalin-fixed, paraffin-embedded (FFPE) tissues were sectioned at 4 μM for hematoxylin and eosin (H&E) staining. The images of the stained samples were captured using an Olympus BX63 microscope (Olympus, Tokyo, Japan).

Caspase-3/7 activity in xenografts was measured by using the caspase-Glo 3/7 Assay (Promega, Madison, WI, USA) kit. Protein concentrations in the samples were determined using the Bradford assay. Caspase-Glo 3/7 Reagent was added to lysates for 2 h at a 1:1 ratio at room temperature, and the luminescence intensity was assessed at 570 nm by using a microplate reader.

### 4.15. Statistics

All the experiments were repeated a minimum of 3 times. The Shapiro–Wilk test was used to assess normality. Normally distributed data were presented as mean ± standard deviation for each group. Differences were considered significant at *p* < 0.05 (*) using an unpaired Student’s *t*-test.

A two-tailed Fisher’s exact test was used to examine the significance of the relationship between two variables in a contingency table (in particular, between CLDN1 expression and tumor location/gender/prognostic group). Differences were considered significant at *p* < 0.05 (*).

## Figures and Tables

**Figure 1:**
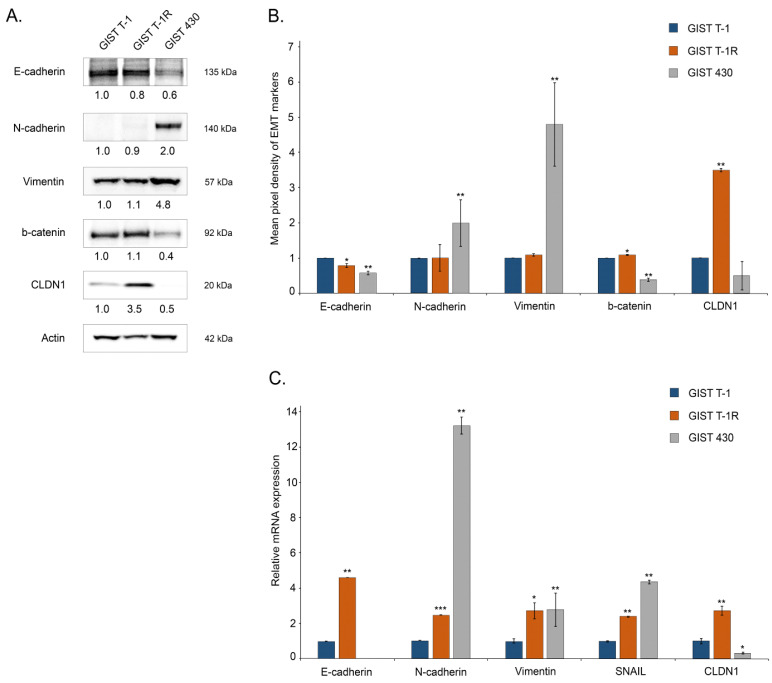
EMT-associated markers in IM-naive (GIST T-1) and IM-resistant (GIST T-1R, GIST 430) cells. (**A**) Expression of EMT-related proteins that were assessed by western blotting; actin staining was used to show the comparable amounts of protein loaded into each sample. (**B**) Quantification by mean pixel density revealed that EMT markers are differently dysregulated in IM-resistant GIST T-1R and GIST430 cells when compared to IM-naïve GIST T-1 cells. (**C**) Changes in the relative expression level of EMT proteins in GIST T-1 vs. T-1R and GIST 430 cells, as determined by quantitative RT-PCR. For internal control, the amplification of actin beta (ACTB) was used. Data are presented as median ± SD. Significant differences with *p* < 0.1 (*), *p* < 0.05 (**), *p* < 0.001 (***) from n ≥ 3 using unpaired Student’s *t*-test.

**Figure 2:**
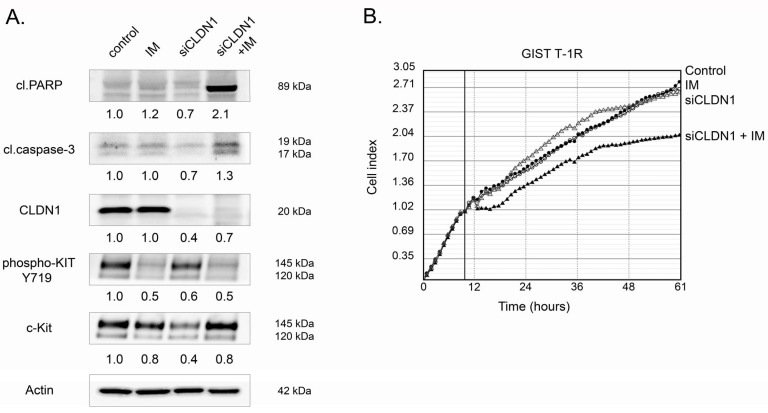
Pro-apoptotic and anti-proliferative activities of siCLDN1 in GIST T-1R cells. (**A**) Cells were treated for 72 h and subjected to western blotting analysis to examine the expression of apoptotic markers, such as cleaved forms of PARP and caspase-3, CLDN1, phospho-KIT Y719, and c-KIT. Actin staining was used to show the comparable amounts of protein loaded into each sample. (**B**) Changes in growth kinetics of GIST-T1R cells, knockdown of *CLDN1*, and treatment with DMSO (control), siCLDN1 alone, and combined with IM. GIST cells (0.5 × 10^5^ /mL) were seeded into the wells of an E-Plate L8 PET cassette and installed in the iCELLigence cell growth kinetics system (ACEA Biosciences, San Diego, CA, USA). Cells were allowed to attach and grow for the following 24 h. Afterwards, IM 1 µM, siRNA CLDN1 alone or in combination, was introduced into the cell culture. DMSO-treated cells served as the control. Cell proliferation index values were recorded every hour throughout the experiment. RTCA Software version 1.0 (ACEA Biosciences, Inc., San Diego, CA, USA) was used to analyze the data.

**Figure 3:**
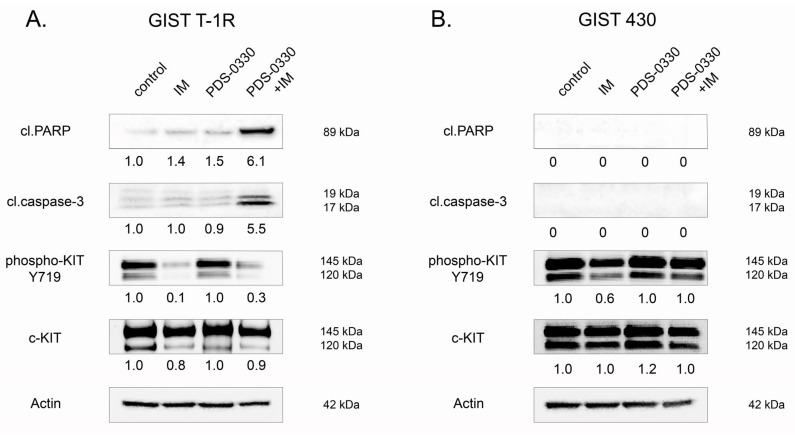
Inhibition of CLDN1 with PDS-0330 in GIST T-1R and GIST 430 cells. GIST T-1R (**A**) and GIST 430 (**B**) cells were treated with PDS-0330 (5 µM) or imatinib (IM) (1 µM) alone or in combination for 72 h and subjected to western blotting analysis to examine the expression of apoptotic markers, such as cleaved forms of PARP and caspase-3, phospho-KIT Y719, and c-KIT. Actin staining was used to show the comparable amounts of protein loaded into each sample.

**Figure 4:**
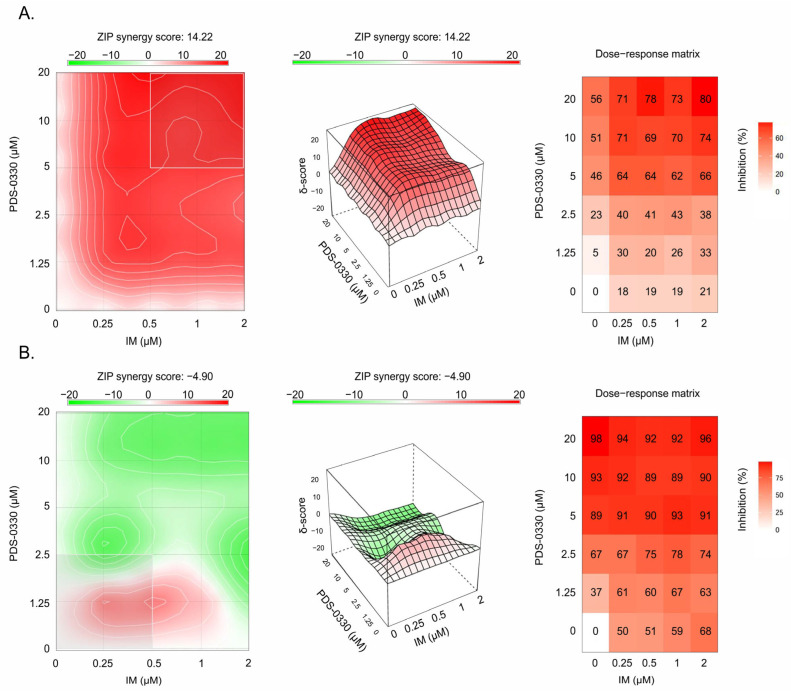
Assessment of the synergy between IM and PDS-0330 observed for IM-resistant GIST T-1R (**A**) and GIST 430 (**B**) cells. Potential additive, antagonistic, and synergistic effects of PDS-0330 on IM were calculated based on cell viability under the influence of PDS-0330, IM, and their combination using the R package of the computational tool Synergy Finder. Results were obtained by calculating the synergy scores via a ZIP computational tool. A value of synergy score (SC) of PDS-0330 and IM combinations < −10 was considered an antagonistic effect, whereas SCs between −10 and 10 and SCs > 10 were considered an additive and synergistic effect, respectively.

**Figure 5:**
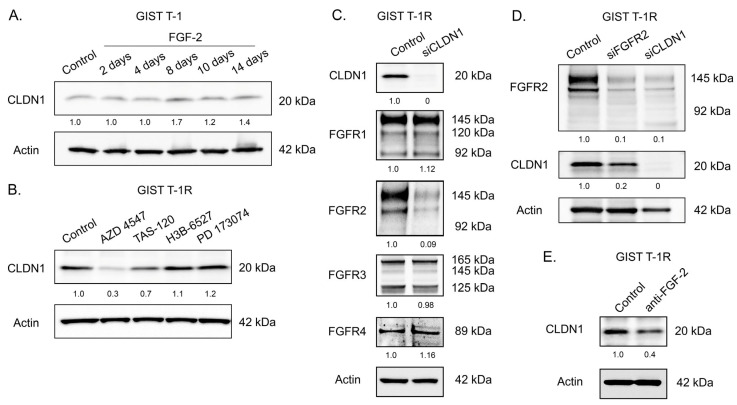
(**A**) Expression of CLDN1 in the GIST T-1 cells treated with FGF-2 (100 ng/mL) for 2 weeks. (**B**) Immunoblot analysis for CLDN1 in GIST T-1R cells treated with solvent (DMSO) (control), AZD 4547 (1 μM), TAS-120 (1 μM), H3B-6527 (1 μM), and PD 173074 (10 μM) for 48 h. Actin stain is used as a loading control. (**C**) Expression of FGFR 1-4 and CLDN1 in GIST T-1R cells transfected with scrambled siRNA (control) and siRNA CLDN1. Actin stain was used as a loading control. (**D**) Expression of FGFR2 and CLDN1 in GIST T-1R cells after the knockdown by corresponding siRNAs. Actin stain was used as a loading control. (**E**) Expression of CLDN1 in control (non-treated) GIST T-1R cells and cells cultured in the presence of neutralizing anti-FGF-2 mAbs (20 μg/mL, 72 h incubation). Actin stain was used as a loading control.

**Figure 6:**
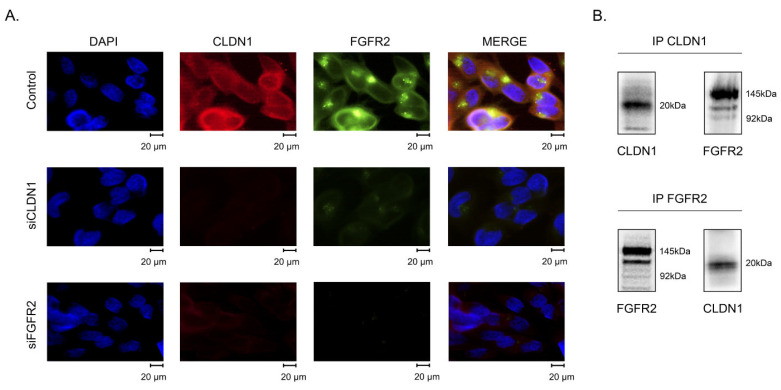
(**A**) Knockdown of *CLDN1* and *FGFR2* genes was performed in GIST T1-R cells using the corresponding small interfering RNAs (siCLDN1, siFGFR2), and cells were subjected to immunofluorescence staining for FGFR2 (green) and CLDN1 (red) at 72 h post-transfection. To outline the nucleus, the images were also merged with DAPI staining (blue): magnification 100×, scale bars 20 µm. The images were examined in at least five fields of view (70–80 cells were captured for each particular experimental setting). (**B**) Co-immunoprecipitation (co-IP) assays were used to demonstrate the interaction between FGFR2 and CLDN1 in IM-resistant GIST T1-R cells. The lysates were immunoprecipitated with anti-CLDN1 (up) or anti-FGFR2 mAbs (bottom) and probed for their interaction partners to illustrate the formation of the endogenous FGFR2-CLDN1 complex.

**Figure 7:**
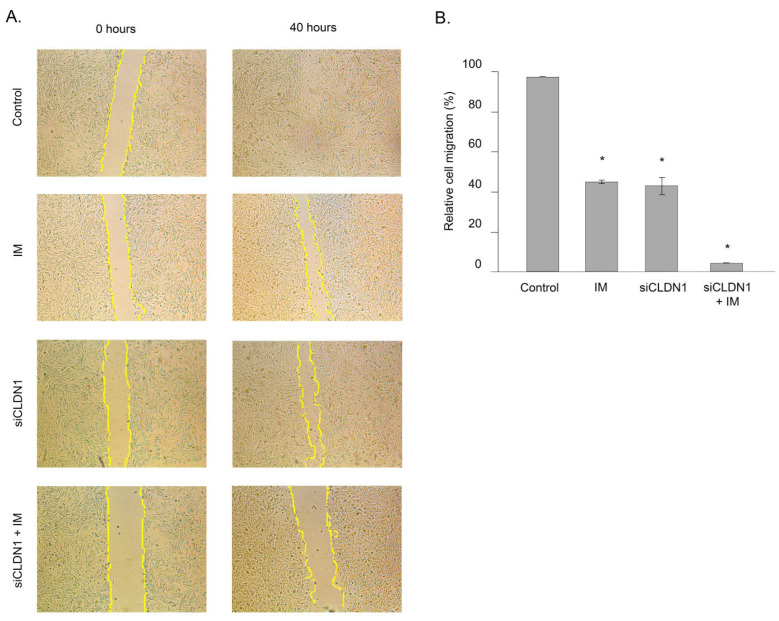
*CLDN1* knockdown potentiates IM-induced decrease in migration of IM-resistant GIST T-1R cells. (**A**) Representative images of the wound healing assay of GIST T-1R cells upon IM treatment (1 µmol/L) for 40 h alone or previously transfected with siRNA *CLDN1*. GIST cells treated with a vehicle were used as controls. Scale bar = 500 μm (**B**) Quantitative analysis of wound area GIST T-1R cells treated with DMSO (control), IM, or *siRNA CLDN1* alone or in combination. Data are presented as median ± SD. Significant differences with *p* < 0.05 (*) from n ≥ 3 using unpaired Student’s *t*-test.

**Figure 8:**
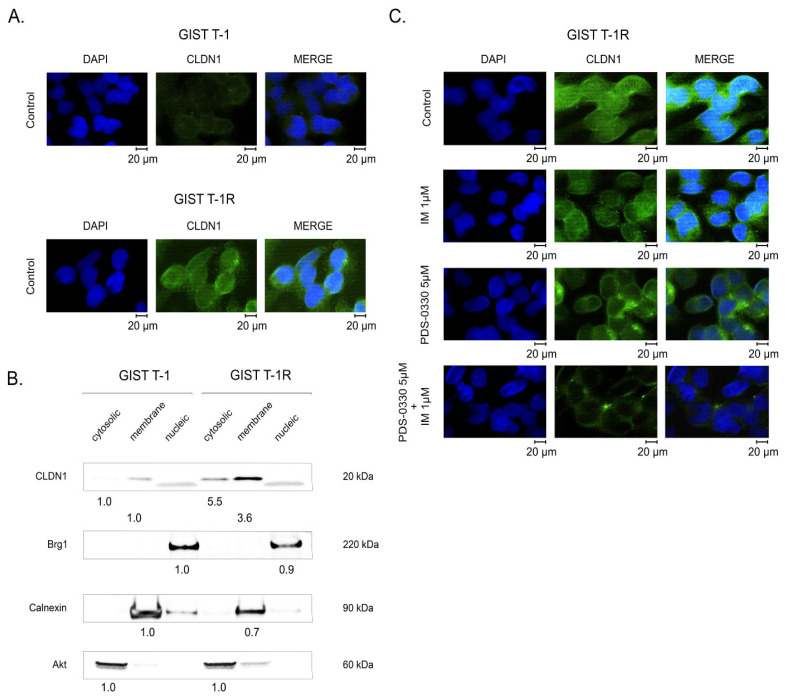
Subcellular distribution of CLDN1 in IM-naive (GIST T-1) and -resistant (GIST T-1R) cells. (**A**) GIST cells were stained for CLDN1 (green), as described in the Materials and Methods section. DAPI stain (blue) was used to outline the nuclei. The representative images were captured by the fluorescence Olympus BX63 microscope and Spot Advanced Imaging System. Magnification 100×, scale bars 20 μm. The images were examined in at least five fields of view (70–80 cells were captured for each particular experimental setting). (**B**) Cytoplasmic, membrane, and soluble nuclear protein fractions of GIST cells were purified using the Subcellular Protein Fractionation Kit, as described in the Materials and Methods section, and subjected to immunoblotting. The membranes were probed for CLDN1. The purity of the fractions, as mentioned above, was verified by probing for Brg1 (nuclear), calnexin (membranous), and AKT (cytoplasmic) markers. (**C**) PDS-0330 disrupts the translocation of CLDN1 from the membrane to the cytoplasm in KIT-inhibited GIST. The cells were treated with IM, PDS-0330 alone, or in combination for 72 h and further processed for immunofluorescence staining with an anti-CLDN1 antibody (green). DAPI nuclear staining (blue) was used to outline the nuclei. Images were captured using an Olympus BX63 fluorescence microscope. Magnification 100×, scale bars 20 μm. The images were examined in at least 5 fields of view (70–80 cells were captured for each particular experimental setting).

**Figure 9:**
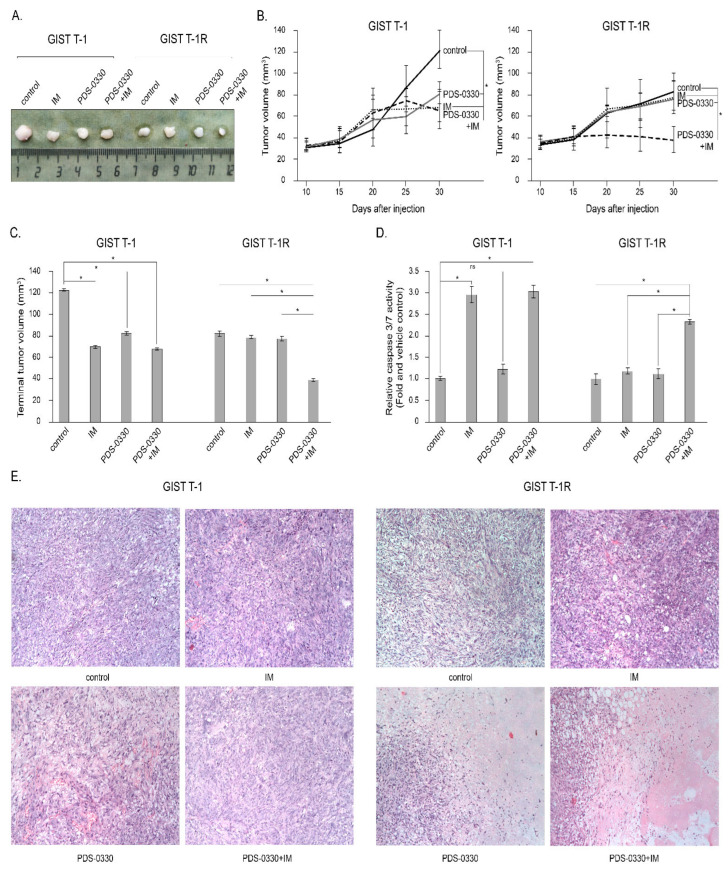
Anti-tumor effects of CLDN1 inhibitor PDS-0330 and IM in nude mice xenograft GIST models. After the subcutaneous inoculation of IM-naive (GIST T-1) and IM-resistant (GIST-T-1R) cells (day 14), nude mice were randomized into four groups (n = 4). They administered i.p. 100 μL of vehicle (negative control), PDS-0330 (5 mg/kg), IM (50 mg/kg), or a combination of PDS-0330 and IM, three times a week, for 2 weeks. The changes in tumor sizes were calculated as a percentage of the baseline. The tumor volume in each group was assessed using calipers every 5 days for a total of 30 days, calculated as length × width × height × 0.5, and tumor growth curves were drawn accordingly. Results were expressed as the mean tumor volume compared to the control (vehicle-treated) animals. (**A**) Representative tumors are shown for each experimental group. (**B**) Changes in the tumor volume of IM-naive (GIST T-1) and -resistant (GIST T-1R) xenografts. (**C**) The tumor volumes at the end-point of the experiment (2 weeks of post-treatment) for each experimental group. (**D**) Relative activity of Caspases-3/7 in GIST xenografts treated as indicated above. Data are presented as median ± SD. Significant differences with *p* < 0.05 (*), ns—non-significant from n = 4 using unpaired Student’s *t*-test. (**E**) Representative images of hematoxylin and eosin-stained IM-naïve and -resistant GIST xenografts treated for 14 days. Scale bar = 500 μm.

**Figure 10:**
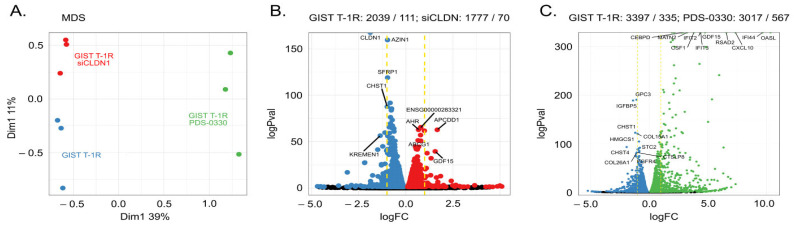
Transcriptional alterations in GIST cell lines. (**A**) MDS (multidimensional scaling) plot on TMM (trimmed means of M values) normalized counts. All three samples are segregated by the first two dimensions. (**B**) Differential expression (DE) results between GIST T-1R cells and the knock-down cell line. The top DE genes are labeled. Dashed lines indicate thresholds for differentially expressed (DE) gene selection FRD < 0.05 and |logFC| > 2. Red and blue colored dots correspond to DE genes up-regulated in GIST T-1R cells and the knock-down cell line, respectively. (**C**) Differential expression (DE) results between GIST T-1R cells and GIST T-1R cells treated with PDS-0330. The top DE genes are labeled. Dashed lines indicate thresholds for differentially expressed (DE) gene selection FRD < 0.05 and |logFC| > 2. Blue and green colored dots correspond to DE genes up-regulated in GIST T-1R cells and GIST T-1R cells treated with PDS-0330, respectively.

**Figure 11:**
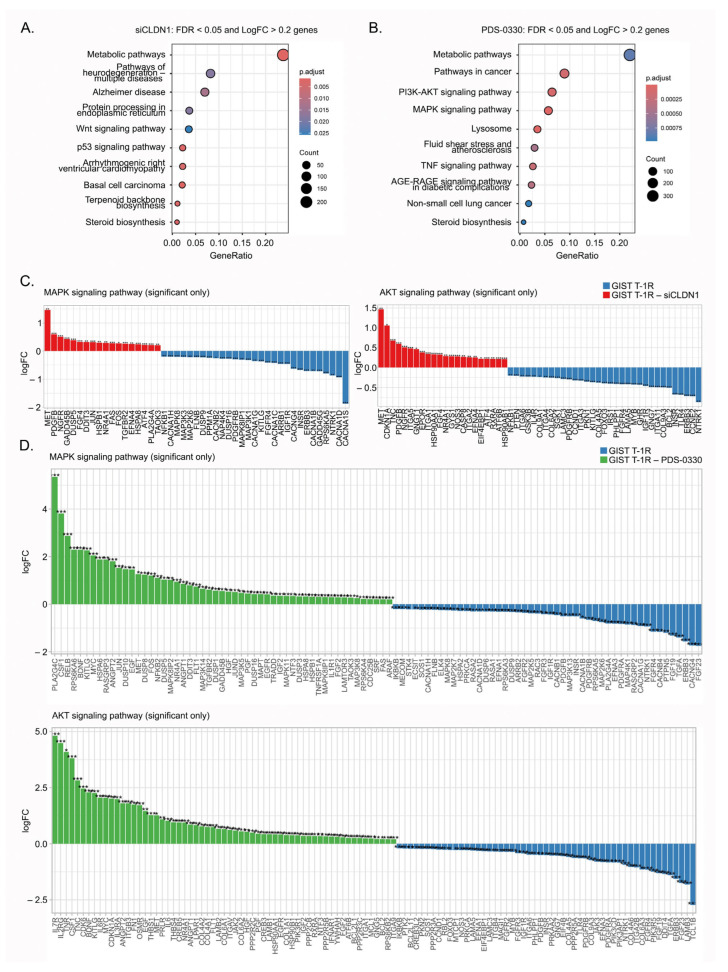
(**A**,**B**) Pathway enrichment analysis for DE genes; top 10 pathways are shown. *p*-values were corrected with the Benjamini–Hochberg procedure. (**C**) Gene expression changes in PI3K/Akt, MAPK signaling pathways in GIST T-1R cells and the knock-down cell line. *** FDR < 0.001, ** FDR 0.001–0.01, * FDR 0.01–0.05, not significant FDR > 0.05. (**D**) Gene expression changes in PI3K/Akt, MAPK signaling pathways in GIST T-1R cells and GIST T-1R cells treated with PDS-0330. *** FDR < 0.001, ** FDR 0.001–0.01, * FDR 0.01–0.05, not significant FDR > 0.05.

**Figure 12:**
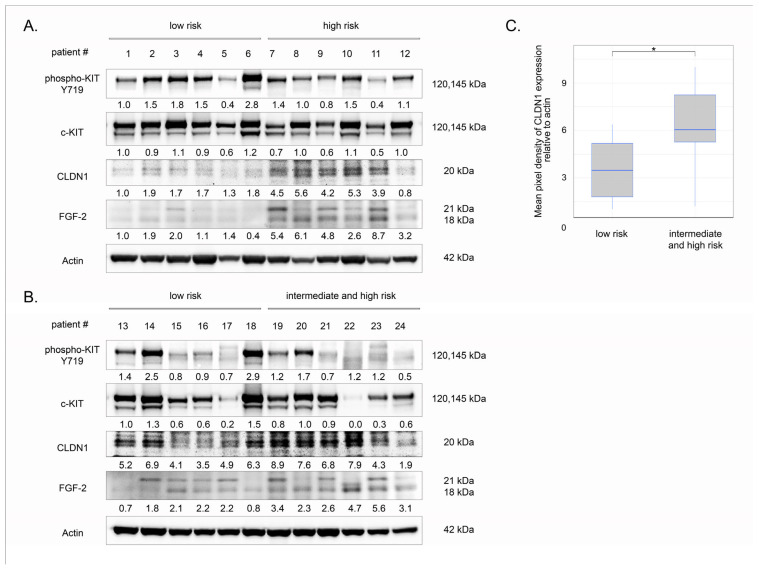
(**A**,**B**) Changes in CLDN1 expression in primary GIST with different prognostic groups (n = 24). Western blotting of lysates from GIST patients was used to examine the expression of CLDN1, FGF-2, and phosphorylated and total forms of KIT. Actin staining was used to show the comparable amounts of protein loaded into each sample. (**C**) Changes in CLDN1 expression in primary GIST with different prognostic groups (n = 24). Descriptive and analytical statistical data of two comparison groups (low risk/intermediate and high risk). Significant differences with *p* < 0.05 (*) using unpaired Student’s *t*-test. Box plots are presented as median (quant 25; quant 75). Low risk 3.45 (1.79; 5.17); intermediate and high risk 6.02 (5.26; 8.24).

**Figure 13:**
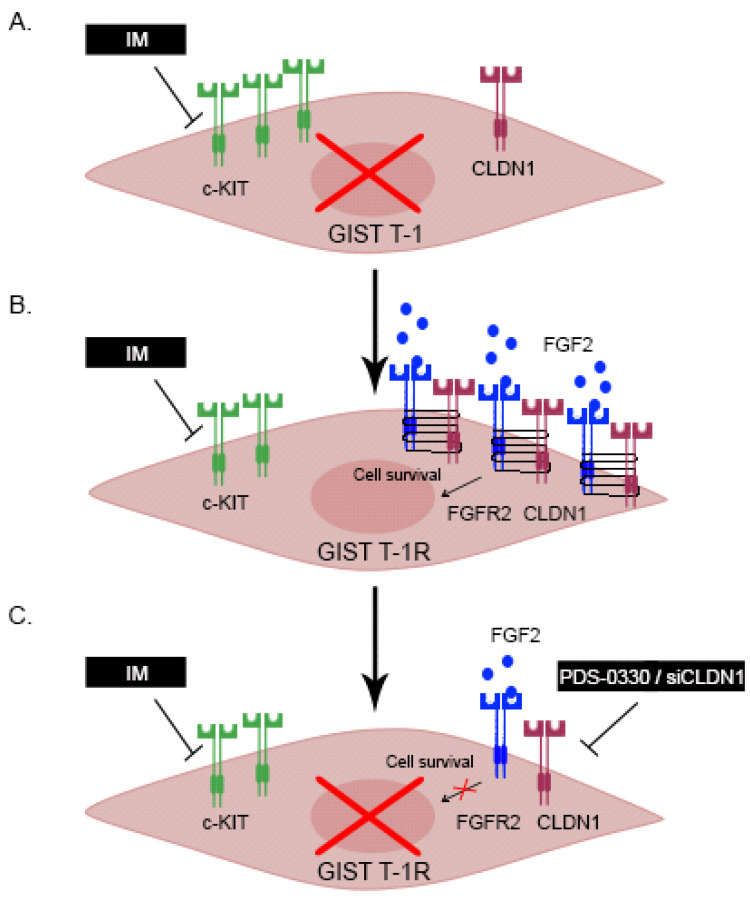
Inhibition of CLDN1-signaling in IM-resistant GIST increases their sensitivity to IM. (**A**) IM induces cell death of IM-naïve GIST T-1 cells exhibiting high levels of phospho-KIT, whereas expression of CLDN1 is low; (**B**) IM-resistant GIST T-1R cells acquire resistance to IM via an autocrine mechanism due to FGF-2-induced activation of FGFR-signaling. CLDN1 expression increases, whereas phospho-KIT expression moderately decreases. (**C**) Inhibition or knockdown of *CLDN1* decreases the expression of FGFR2 and sensitizes IM-resistant GIST T-1R to IM.

**Table 1:** Synergy scores (SC) between IM and PDS-0330 in IM-resistant GIST T-1R and GIST 430 cells.

Cell Line	ZIP	Bliss	Loewe	HSA
GIST T-1R	14.22	14.20	19.38	19.03
GIST 430				2.02

Results were obtained by calculating the synergy scores using four different computational tools (ZIP model, Bliss independence model, Loewe additivity model, and HSA model) via the R package Synergy Finder. A value of SC of PDS-0330 and IM combinations < −10 was considered an antagonistic effect, whereas SCs between −10 and 10 and SCs > 10 were considered an additive and synergistic effect, respectively.

**Table 2:** Descriptive and analytical statistical data of two comparison groups (low risk/intermediate and high risk).

	Low Risk	Intermediate/High Risk	*p*
Mean	3.60	6.29	0.011
Standard deviation	2.03	2.65	
Number of patients, n	12	12	

## Data Availability

The original contributions presented in this study are included in the article/supplementary material. Further inquiries can be directed to the corresponding author(s).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms26178138/s1. Refs. [84,85,86,87] are cited in Supplementary Materials.

# Supplementary material for: Claudin-1 Contributes to Gastrointestinal Stromal Tumors (GIST) Resistance to Imatinib Mesylate (IM) via Regulation of FGFR-Signaling
**Source:** Int J Mol Sci. 2025 Aug 22;26(17):8138. doi: 10.3390/ijms26178138
**Supplement:** Supplementary file 1

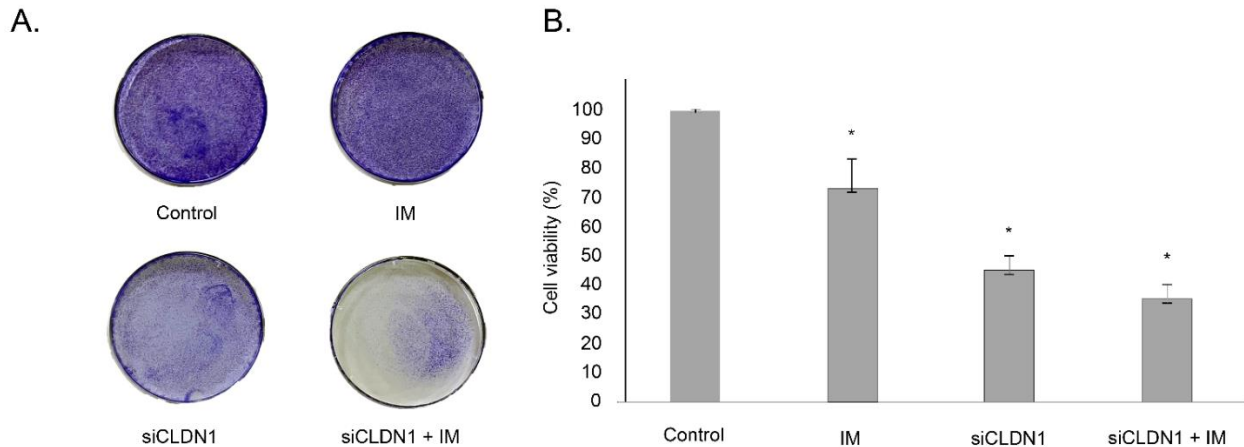

Supplementary Figure S1. (A) Representative images of crystal violet staining of GIST-T1R cells knockdown of CLDN1 and treated with IM alone or in combination. After the medium was removed from the culture dishes, crystal violet fixative solution was added for 20 minutes. Next, the dishes were washed from the fixing solution and left to dry on filter paper. Afterward, the dishes were photographed. **(B)** Quantification of crystal violet staining of GIST cells. To quantify crystal violet staining, 1% SDS solution was added to the dishes and incubated for 1 hour at room temperature on a shaker. Next, 100 μ l of the solution from the dishes was added to the wells of a 96-well plate, and the optical density was measured at 540 nm on a MultiScan FC plate reader (Thermo Fisher Scientific, Waltham, MA, USA). Significant differences in compare with control * $p \leq 0.001$ from $n \geq 3$ using unpaired Student's t-test.

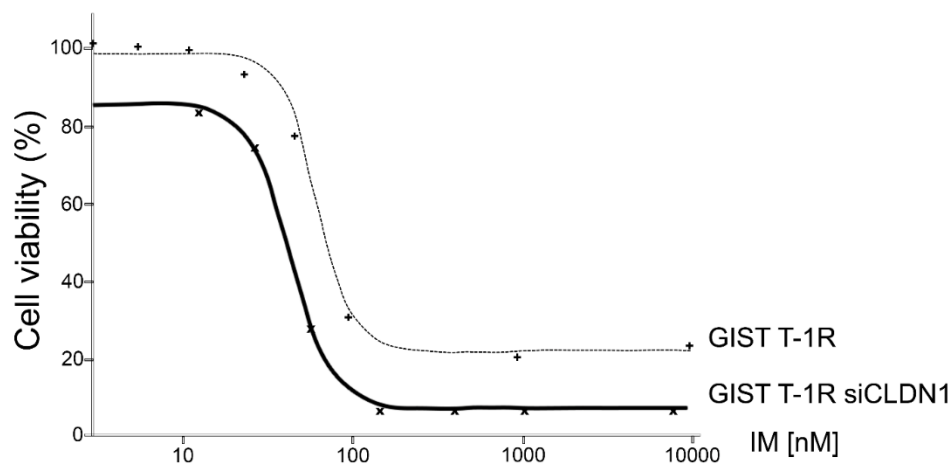

Supplementary Figure S2. MTS-based viability assay in mock-transfected IM-resistant GIST-T1R cells and transfected with siRNA CLDN1 for 48h. The cells were further treated with indicated concentrations of IM and viability was assessed after 48 h of treatment. The data was normalized to mock-transfected controls. Values are the means $\pm$ standard deviation ($n = 4$).

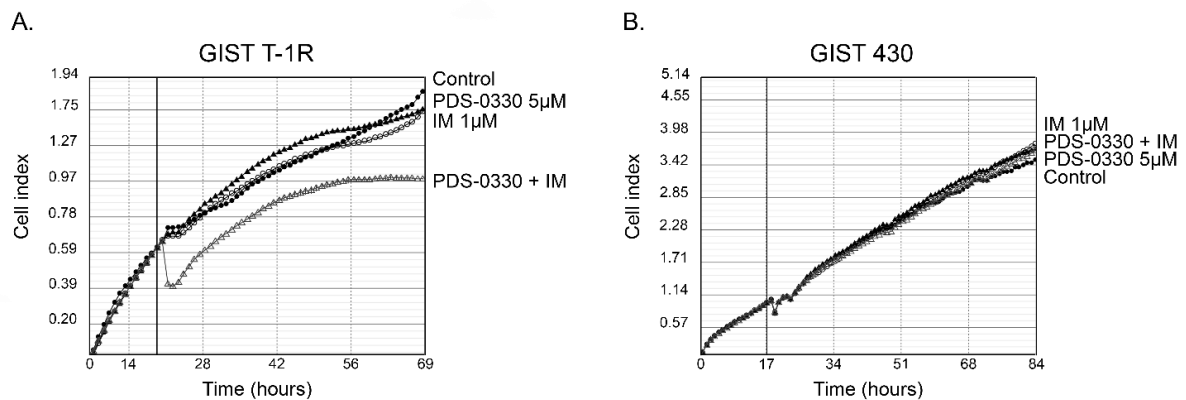

Supplementary Figure S3. Changes in growth kinetics of GIST-T1R cells (**A**) and GIST 430 cells (**B**) treated with DMSO (control), IM, PDS-0330 alone and in combination.

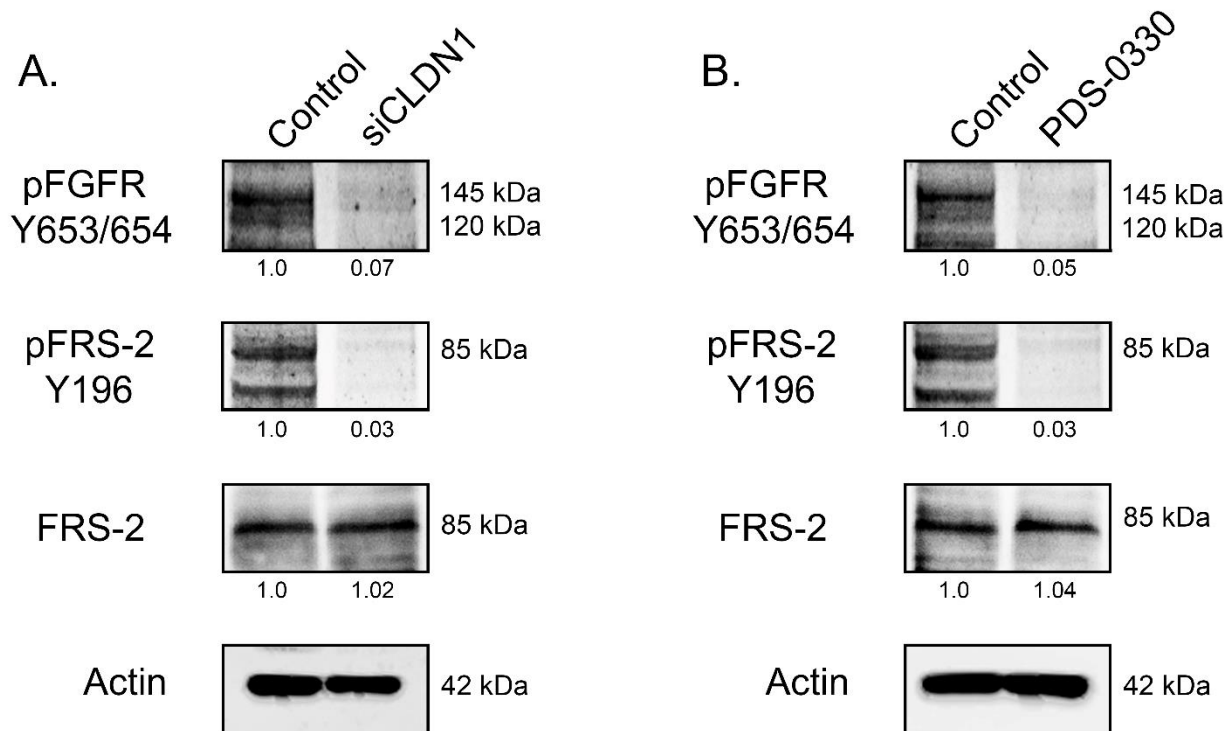

Supplementary Figure S4. CLDN1 inhibition abrogates activation of FGFR-pathway in IM-resistant GIST. GIST T-1R cells were transfected with siCLDN1 (**A**) or treated by CLDN1 inhibitor PDS-0330 (5 μM) (**B**). Control cells were transfected with scrambled siRNA or treated with solvent (e.g., DMSO). The lysates were subjected to WB analysis to examine expression of the total and phosphorylated forms of FGFR and FRS-2. Actin staining was used to demonstrate comparable amounts of protein loaded into each sample.

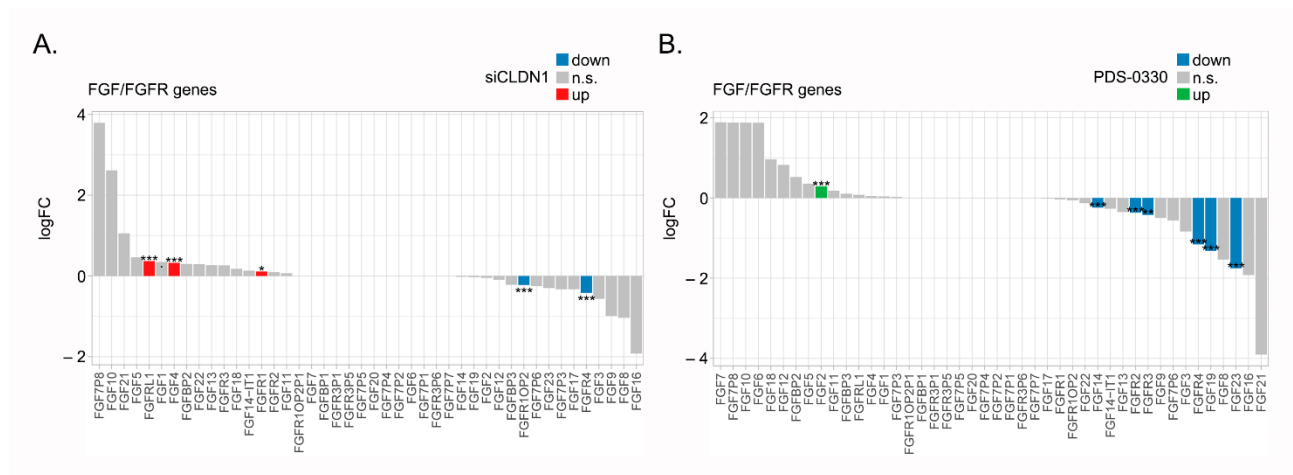

Supplementary Figure S5. Gene expression changes in FGF signaling pathways in GIST T-1R cells transfected with siRNA CLDN1 **(A)** and GIST T-1R cells treated with PDS-0330 **(B)**. *** FDR < 0.001, ** FDR 0.001–0.01, * FDR 0.01–0.05, not significant FDR>0.05.

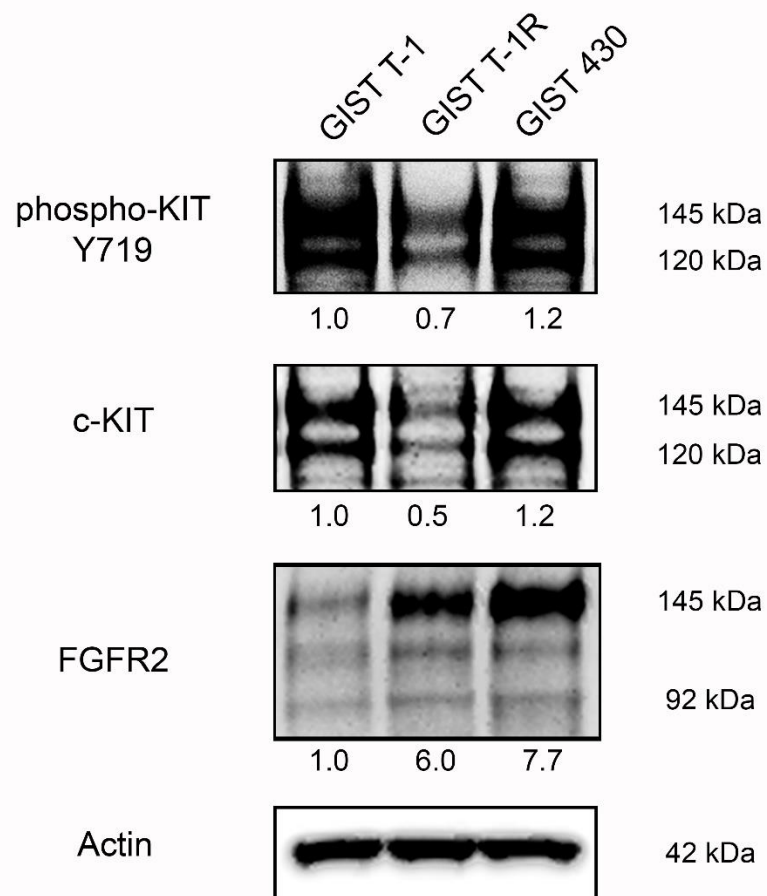

Supplementary Figure S6. Expression of phospho-KIT Y719, c-KIT and FGFR2 in IM-naive (GIST T-1) and IM-resistant (GIST T-1R, GIST 430) cells. Actin staining was used to show the comparable amounts of protein loaded into each sample.

Supplementary Table S1. The characteristics of GIST patients enrolled in present study.

* Low risk – 1-2 prognostic group, intermediate risk – 3-4 prognostic group, high risk – 5-6 prognostic group.

Supplementary Table S2. Primers used for real time qPCR

How the deposited data were processed for this re-analysis (not part of the article)

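RNA of GIST T-1R cells was sequenced in 9 libraries, 3 of control cells, 3 of cells transfected with siRNA against CLDN1 and 3 of cells treated with PDS-0330. The authors deposited a table of read counts per transcript of the Gencode v43 basic annotation on hg38, with 117636 transcripts of 62445 genes, and a table of FPKM per gene with 61217 genes. By the paper's methods, the authors trimmed reads with Trimmomatic, aligned them with Hisat2, counted them with HTSeq and computed FPKM, TMM factors and differential expression in edgeR. The sample labels name STAR as the aligner, other versions of HTSeq and edgeR, and another RNA extraction reagent, and which of these made the deposited values is not known. The deposited counts are whole numbers without normalization. The 5 summary rows of HTSeq were left out. The labels give another cell line than the sample titles and the paper, and list the control samples as untreated. The paper names another series ID for its transcriptome data than that of this deposit, whose titles and groups are those of Figure 10, and whether both hold the same values is not known.

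How the authors counted reads shared by transcripts of a gene is not stated. The total of the deposited counts over all transcripts of a library was 3.79 times its total over the largest transcript of each gene (median over libraries). The count of a gene was therefore that of its transcript with the largest total over all 9 libraries. In the deposited FPKM table, FPKM followed the count of 1 transcript in 35910 of 35913 genes (ratio equal in all libraries within a tolerance of 1e-06), after 1 factor per library. The length implied by FPKM and count did not follow the annotated length over 1860 genes with 1 transcript (Spearman rho across genes 0.037), so FPKM was used to compare libraries within a gene and not genes with each other. Transcript names were matched to Gencode v44, the release at hand, for 99.1% of transcripts, and coordinates are of that release on hg38.

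Counts per library, over the transcript used for each gene, were 36669720 to 46216592 with a median of 42336273. Genes were kept by edgeR's filterByExpr with a minimum count of 10, which left 18667 genes. The main test was edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, edgeR 4.0.16, limma 3.58.1, R 4.3.3) after TMM scaling, in 1 fit of all 9 libraries with 3 groups. Standard errors are the log2 fold change divided by the square root of the F statistic. The common biological coefficient of variation in this fit was 0.037. Adjusted p-values are those of Benjamini and Hochberg over all genes tested, with a threshold of 0.05, and genes were counted again with a fold change over 2, the threshold in the paper's methods. Levels are CPM with TMM factors, as mean and SD of 3 libraries. Tables and figures were made in Python 3.11.15 with pandas 2.3.3 and scipy 1.17.1.

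Before the data were examined, 39 gene lists of pathways, gene families and cell types were written from textbook knowledge and the families the paper names, and the 37 with at least 5 genes tested were compared with all other genes by camera with a preset correlation of 0.01, adjusted over the lists of a comparison. Genes to be named were also fixed by rule then. They were every gene the paper names or labels for these samples, every FGF and FGFR gene tested, the 10 largest rises and 10 largest falls of each comparison with control among called genes with an average log2 CPM of at least 2, a gene symbol and no overlap between groups, up to 4 members in each direction with the smallest adjusted p of each list described, and KIT, PDGFRA, ANO1 and ETV1. With 3 libraries against 3, chance separates the groups of a gene completely in 10% of genes. The paper's directions for the genes it names had been seen.

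The test was checked on simulated counts drawn with the means and library sizes of the 18667 genes, with 200 genes changed and a further list of genes raised by 1.5-fold. Far fewer genes changed there than were called in the data (5039 after siCLDN1 and 7585 after PDS-0330). No simulated change was under 1.5-fold, so that the shares below hold for that setting only. In the simulation of the siCLDN1 comparison, 82.9%, 91.2% and 95.5% of genes changed by 1.5-, 2- and 4-fold were called, and 5.99% of calls were false. In that of the PDS-0330 comparison, 78.9%, 82.5% and 97.0% were called, and 7.91% of calls were false. Libraries with the same replicate number were not more alike than others: over the 12150 genes compared, the correlation of their deviations from the group means was -0.17 to 0.25 for pairs with the same number and -0.32 to 0.43 for other pairs. The numbers were therefore not used as pairs. No library was a copy of another, as the chi-square per degree of freedom between replicates was 2.05 to 9.38.

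The alternatives were DESeq2 1.42.0, RLE scaling, no filter beyond 1 count in total, only the groups compared, edgeR's exact test and likelihood ratio test, limma on log2(FPKM + 1) of genes with FPKM of at least 1 in 3 libraries, the replicate number as a block, and leaving out each library in turn. For lists, an estimated correlation and fry were also run, for the multidimensional scaling 2000 genes or log2(FPKM + 1), and for the overlap each comparison fitted alone or a 2-fold threshold. Summed transcripts and the transcript that the authors' FPKM follows were added after seeing the data. The overlap of the comparisons was set beside 20 simulations of unchanged groups with shared controls. The enrichment of KEGG pathways in Figure 11A,B could not be repeated, since the pathway sets were not at hand, and the supplementary blots and cell assays have no deposited values.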

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

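The tests of CLDN1 mRNA after PDS-0330 were chosen after the result was seen, and those of other splits of the libraries were set before.

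CLDN1 mRNA moved in opposite directions in the 2 treatments. It was lower after siCLDN1 and higher after PDS-0330, at 273 ± 5.38 CPM (SD, n = 3) against 227 ± 1.48 CPM in control cells (log2 fold change 0.27, standard error 0.032, adjusted p = 6.4e-07 from edgeR), and the treatments differed by 2.15 on the log2 scale (standard error 0.035, adjusted p = 7.9e-22). All 3 PDS-0330 libraries lay above all 3 control libraries. No single library accounts for the rise, since the lowest log2 fold change without any 1 control or PDS-0330 library was 0.26. Whether scaling of the libraries contributes cannot be told apart: the lowest value with RLE scaling, DESeq2 or log2(FPKM + 1) was 0.25, but these hardly differ from TMM, with a median log2 fold change over all genes of -0.0027 with TMM, -0.0028 with RLE scaling, -0.0022 with DESeq2 and -0.017 on log2(FPKM + 1).

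690 genes were called in opposite directions by the treatments, against 1024 expected of independent lists, 272 higher after siCLDN1 and lower after PDS-0330, and 418 the other way. The shared control libraries alone make log2 fold changes correlate, so that the number for independent lists is not the one expected here without an effect. Among the named genes, the transcription factor gene HAND1 fell to 76.4 ± 1.67 CPM (SD, n = 3) after siCLDN1 and rose to 179 ± 4.04 CPM (SD, n = 3) after PDS-0330 from 130 ± 1.59 CPM, and BCL2, an inhibitor of apoptosis, fell to 57.1 ± 0.782 CPM (SD, n = 3) and rose to 98.2 ± 3.35 CPM (SD, n = 3) from 82.6 ± 1.80 CPM.

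Lists that the paper does not discuss as groups for these samples also changed. Their members ABCG1, COL26A1, COL15A1 and MATN2 had been seen in the paper and are not independent evidence. MATN2 had the largest rise of the collagens and matrix genes after PDS-0330 (log2 fold change 3.26). The LXR targets of sterol efflux were higher after siCLDN1, with a median log2 fold change of 0.29, and the collagens and matrix genes were higher after PDS-0330, with a median of 0.32.

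The libraries of a pair of groups can be split into 3 and 3 in 10 ways, which are too few for a share under 0.05. By edgeR, the real split called 5039 genes for siCLDN1, 7585 for PDS-0330 and 8023 for PDS-0330 against siCLDN1, and the highest number in another split was 0 in each, so that 1 of 10 splits, the real one, gave as many.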

How the results depend on the processing

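The counts of called genes stayed within 1.5 times in every alternative, with 3813 to 4774 for siCLDN1, 6464 to 7187 for PDS-0330 and 6788 to 7974 for PDS-0330 against siCLDN1 when 1 library was left out. With the replicate number as a block (replicate block) they were 5082, 7594 and 8105. Of 232 values for named genes, 217 kept their call and direction in every alternative that gave a value for them, and the other 15 lost a call in at least 1 without turning. Many of these genes were picked for a large change or a small p-value, which favors stable calls. Of all calls, the lowest share kept with 1 library left out was 74.4% for siCLDN1 and 82.5% for PDS-0330. With limma on log2(FPKM + 1) the share kept was 74.2% and 74.5%. Of 74 list results, 23 never changed in call or direction, and 51 did in at least 1 alternative. Genes past 2-fold were fewer after siCLDN1 with DESeq2 (77, 28 higher and 49 lower). DESeq2 gave an adjusted p to 15771 genes in that comparison. It gave one to all 18667 genes for PDS-0330, where 637 genes passed 2-fold, against 721 in the main fit. Whether this accounts for the drop was not tested. With limma on log2(FPKM + 1), which has another unit, filter and test, genes past 2-fold were 11 (6 higher, 5 lower) for siCLDN1, 141 (113 and 28) for PDS-0330, and 134 (117 and 17) for PDS-0330 against siCLDN1. The overlap past 2-fold was 43 genes in the same and 6 in opposite directions, fewer by construction, and the opposite group was no longer below its expected number (690 against 1024 without the threshold, 6 against 3.10 with it). On log2(FPKM + 1), the ratio of distances between and within groups in the multidimensional scaling was 1.27 for siCLDN1 and 2.12 for PDS-0330. The cause was not tested. With an estimated correlation, 3 lists passed after siCLDN1, among them the claudins with CLDN1 itself, and 4 after PDS-0330.

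Lists whose test turned direction had not passed it, and the cause was not tested. Their median log2 fold changes after siCLDN1 were -0.0024 with 2 groups only for ERK targets (-0.013 to 0.025 without 1 library), and -0.0025 with no filter and -0.044 with fry for the NF-kB and TNF response (-0.11 to -0.027). After PDS-0330 they were -0.016 with summed transcripts and 0.027 with the authors' transcript for drug efflux transporters (-0.0023 to 0.071), 0.025 with no filter for claudins, -0.035 with summed transcripts for MAPK components (-0.036 to -0.014), -0.022 with fry for PI3K-AKT-mTOR components, -0.033 to 0.11 without 1 library for histones and -0.018 to 0.069 for the respiratory chain. Summed transcripts and the authors' transcript were chosen after seeing the data. Counts per library were low for genes such as FGF19, FGF23, CLDN7 and MET, and the effect of depth on them was not tested.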

Differences from the paper's values

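All the paper's values below were read by eye from its figures. Genes are listed if they differed by more than the standard error, counts and percents if by more than 1.5 times. Within that limit, the first dimension of the multidimensional scaling held 57.2% of the variance, against about 39%. Genes higher and lower after siCLDN1 were 2481 and 2558, against about 1800 and 2000. After PDS-0330 they were 3848 and 3737, against about 3000 and 3400. Past 2-fold, those after PDS-0330 were 442 and 279, against about 570 and 340. For MET after siCLDN1, the log2 fold change was 1.10 (standard error 0.26), and the paper's is about 1.5 in Fig. 11C. MET had 12 to 20 counts per control library. Of the alternatives set before the data were examined, the value lay within its own standard error of the paper's at 1.25 without control replicate 1, 1.28 without control replicate 3, and not with the others that gave a value. Limma on log2(FPKM + 1) gave none for MET.

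For OASL after PDS-0330, the fitted log2 fold change was 10.42, and the paper's is about 10 in Fig. 10C. This is not a resolved difference, since OASL had 1 count in the control libraries together, and the counting interval of its ratio (329 to 72423) includes the paper's value. Among the alternatives set before the data were examined, the fitted value ran from 2.45 with limma on log2(FPKM + 1) to 12.34 without control replicate 3.

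For FGF14 after PDS-0330, the log2 fold change was -0.25 (standard error 0.035), and the paper's is about -0.2 in Supplementary Figure S5B. Of the alternatives set before the data were examined, -0.23 with limma on log2(FPKM + 1) lay within its own standard error of the paper's and the others did not.

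For FGFR4 after PDS-0330, the log2 fold change was -1.14 (standard error 0.058), and the paper's is about -1.2 in the same Supplementary Figure S5B. Of the alternatives set before the data were examined, -1.14 with DESeq2, -1.15 without control replicate 1, -1.19 without control replicate 2, -1.19 without PDS-0330 replicate 2, -1.15 without PDS-0330 replicate 3 lay within its own standard error of the paper's and the others did not.

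The paper names CSH1 and CSH4 as transcripts that differed after PDS-0330. CSH1 had 0 counts in every library and CSH4 is absent from the deposited tables, while CHST1 and CHST4, the labels in Figure 10C, fell.

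The paper states that AKT- and MAPK-signaling were impaired in CLDN1-inhibited cells. Over the lists used here, which are not the KEGG pathways of Figure 11C,D, 10 MAPK components rose and 18 fell after siCLDN1, and 24 rose and 17 fell after PDS-0330. Of the PI3K-AKT-mTOR components, 9 rose and 14 fell after siCLDN1, and 21 rose and 21 fell after PDS-0330. No list of these passed camera's test, with PI3K-AKT-mTOR components after siCLDN1 at an adjusted p of 0.052. Of the alternatives set before the data were examined, no filter and leaving out control replicate 2 or siCLDN1 replicate 3 put these components lower than other genes after siCLDN1 at an adjusted p under 0.05, and an estimated correlation did not (adjusted p = 0.51). By fry, which tests against no change and not against other genes, they were lower (adjusted p = 0.0066). The mRNA of components does not measure the activity of a pathway. Of 26 genes induced by ERK or feeding back on it, 5 rose, 6 fell and 15 did not pass the test after siCLDN1 (adjusted p = 0.85 by camera). After PDS-0330, 13 rose, 7 fell and 6 did not pass the test (higher at adjusted p = 0.026 by camera, and adjusted p = 0.29 with an estimated correlation).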

Other observations

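The tests of interferon-stimulated genes and cholesterol enzymes described here were chosen after the results were seen.

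Most genes of protein folding that changed were higher after both treatments, without their lists passing the test with an estimated correlation. Both comparisons share the control libraries, so that a level particular to the control group cannot be told apart from an effect of both treatments. In PDS-0330-treated against siCLDN1-transfected cells, camera gave an adjusted p of 0.12 for heat shock genes and 0.23 for ER chaperone genes. NRF2 targets, described below, were higher there (adjusted p = 0.020 by camera and 0.52 with an estimated correlation). Of 21 heat shock genes, 18 rose, 0 fell and 3 did not pass the test (18 and 0 when adjusted over the list alone) (median log2 fold change 0.29, adjusted p = 1.2e-15 by camera and adjusted p = 0.16 with an estimated correlation) after siCLDN1, and 18 rose, 1 fell and 2 did not pass the test (18 and 1 when adjusted over the list alone) (median log2 fold change 0.33, adjusted p = 1.4e-12 by camera and adjusted p = 0.17 with an estimated correlation) after PDS-0330. The co-chaperone gene BAG3 rose from 48.0 ± 2.13 CPM in control cells to 67.5 ± 2.44 CPM (SD, n = 3) after siCLDN1 and 84.9 ± 4.65 CPM (SD, n = 3) after PDS-0330. Of 38 ER chaperone and unfolded protein response genes, 24 rose, 1 fell and 13 did not pass the test (25 and 2 when adjusted over the list alone) (median log2 fold change 0.17, adjusted p = 1.8e-09 by camera and adjusted p = 0.16 with an estimated correlation) after siCLDN1, and 28 rose, 3 fell and 7 did not pass the test (29 and 3 when adjusted over the list alone) (median log2 fold change 0.23, adjusted p = 1.1e-07 by camera and adjusted p = 0.17 with an estimated correlation) after PDS-0330. HSPA5, the main ER chaperone gene, rose from 676 ± 14.3 to 847 ± 19.0 CPM (SD, n = 3) and 1000 ± 42.9 CPM (SD, n = 3). Of 21 NRF2 targets of the oxidative stress response, 13 rose, 3 fell and 5 did not pass the test (13 and 3 when adjusted over the list alone) (median log2 fold change 0.21, adjusted p = 2.2e-05 by camera and adjusted p = 0.42 with an estimated correlation) after siCLDN1, and 15 rose, 3 fell and 3 did not pass the test (15 and 3 when adjusted over the list alone) (median log2 fold change 0.29, adjusted p = 5.3e-08 by camera and adjusted p = 0.17 with an estimated correlation) after PDS-0330, with OSGIN1 rising from 6.43 ± 0.295 to 10.2 ± 0.399 CPM (SD, n = 3) and 16.3 ± 0.508 CPM (SD, n = 3).

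Among subunits of voltage-gated calcium channels, members that changed were lower after both treatments, without the list passing the test with an estimated correlation. The shared control libraries limit this result as well. In PDS-0330-treated against siCLDN1-transfected cells, 4 members were higher, 5 were lower and 8 did not pass the test (adjusted p = 0.48 by camera). Of 17 tested, 0 rose, 9 fell and 8 did not pass the test (0 and 10 when adjusted over the list alone) (median log2 fold change -0.36, adjusted p = 3.6e-04 by camera and adjusted p = 0.057 with an estimated correlation) after siCLDN1, and 0 rose, 11 fell and 6 did not pass the test (0 and 11 when adjusted over the list alone) (median log2 fold change -0.42, adjusted p = 0.0023 by camera and adjusted p = 0.077 with an estimated correlation) after PDS-0330. CACNA1D fell from 17.3 ± 2.06 to 8.88 ± 0.256 CPM (SD, n = 3) and 13.7 ± 1.67 CPM (SD, n = 3). Of 35 genes of the integrated stress response tested after siCLDN1, 19 rose, 1 fell and 15 did not pass the test (19 and 1 when adjusted over the list alone) (median log2 fold change 0.14, adjusted p = 3.9e-07 by camera and adjusted p = 0.42 with an estimated correlation), with asparagine synthetase (ASNS) rising from 210 ± 18.0 to 282 ± 3.02 CPM (SD, n = 3). After PDS-0330 this list went both ways, with 13 higher, 12 lower and 10 that did not pass the test (median log2 fold change -0.060, adjusted p = 0.46 by camera). Of 19 genes of GIST and interstitial cells of Cajal, 3 rose, 11 fell and 5 did not pass the test (4 and 11 when adjusted over the list alone) (median log2 fold change -0.15, adjusted p = 3.3e-04 by camera and adjusted p = 0.42 with an estimated correlation) after siCLDN1. Among them ETV1, a lineage transcription factor of GIST, fell from 229 ± 5.98 to 186 ± 6.00 CPM (SD, n = 3), and ANO1 went from 1043 ± 19.2 to 934 ± 3.22 CPM (SD, n = 3). After PDS-0330, 7 genes of GIST and interstitial cells of Cajal rose, 6 fell and 6 did not pass the test (adjusted p = 0.23 by camera). Among those that rose, KITLG, the ligand of KIT, went from 7.21 ± 0.227 to 35.0 ± 1.53 CPM (SD, n = 3).

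The paper reports less FGFR2 protein after knockdown of CLDN1 (Figure 5C). FGFR2 mRNA was 706 ± 9.77 CPM (SD, n = 3) in siCLDN1-transfected cells against 669 ± 9.93 CPM in control cells (log2 fold change 0.079, standard error 0.033, adjusted p = 0.084 from edgeR), which did not pass the test. Protein was not measured in these samples.

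Interferon-stimulated genes rose after PDS-0330. The blood cell genes PTPRC, TYROBP, LYZ and CD3D held 1 count together in the 3 PDS-0330 libraries. The samples were cultures of a cell line, where blood cells were not to be expected, so that this count tests no likely cause. No single PDS-0330 library is behind the rise, since the median log2 fold change of the list was at least 1.11 without any 1 of them. With summed transcripts the median was 1.10, which argues against the choice of transcript. A response of the cells to PDS-0330 is a hypothesis found and tested on the same data, which graded doses in separate cultures would test. A difference of vehicle or culture between the groups cannot be told apart from it, since the labels list the control samples as untreated. Whether the libraries came from separate cultures is not stated.

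Cholesterol synthesis enzymes fell after both treatments. A single control library does not account for it, since the median log2 fold change nearest to 0 was -0.28 when 1 control library was left out. Both comparisons share the control libraries, however, and leaving out 1 at a time cannot test a level particular to the whole control group. Nor can effects of transfection or vehicle be told apart here, since the labels list the control samples as untreated. In PDS-0330-treated against siCLDN1-transfected cells, 2 enzymes were higher, 8 were lower and 12 did not pass the test. Their median log2 fold change was -0.083 (adjusted p = 0.029 by camera and adjusted p = 0.50 with an estimated correlation). A candidate explanation is more sterol in the cells, which would also lower the SREBP2 targets of sterol uptake and regulation and raise the LXR targets of sterol efflux. Of 15 SREBP2 targets, 2 rose, 8 fell and 5 did not pass the test (2 and 9 when adjusted over the list alone) (median log2 fold change -0.14, adjusted p = 0.012 by camera and adjusted p = 0.42 with an estimated correlation) after siCLDN1, and 3 rose, 9 fell and 3 did not pass the test (5 and 10 when adjusted over the list alone) (median log2 fold change -0.20, adjusted p = 7.6e-04 by camera and adjusted p = 0.17 with an estimated correlation) after PDS-0330, so that they were lower by camera but not with an estimated correlation. The LXR targets were higher after siCLDN1, but after PDS-0330 their test gave an adjusted p of 0.17 (camera, and adjusted p = 2.1e-04 by fry's test against no change) with 4 members higher and 1 lower, so that for PDS-0330, with 11 members in the list, this explanation cannot be told apart from others.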
